# Upregulation of GALNT7 in prostate cancer modifies *O*-glycosylation and promotes tumour growth

**DOI:** 10.1038/s41388-023-02604-x

**Published:** 2023-02-01

**Authors:** Emma Scott, Kirsty Hodgson, Beatriz Calle, Helen Turner, Kathleen Cheung, Abel Bermudez, Fernando Jose Garcia Marques, Hayley Pye, Edward Christopher Yo, Khirul Islam, Htoo Zarni Oo, Urszula L. McClurg, Laura Wilson, Huw Thomas, Fiona M. Frame, Margarita Orozco-Moreno, Kayla Bastian, Hector M Arredondo, Chloe Roustan, Melissa Anne Gray, Lois Kelly, Aaron Tolson, Ellie Mellor, Gerald Hysenaj, Emily Archer Goode, Rebecca Garnham, Adam Duxfield, Susan Heavey, Urszula Stopka-Farooqui, Aiman Haider, Alex Freeman, Saurabh Singh, Edward W. Johnston, Shonit Punwani, Bridget Knight, Paul McCullagh, John McGrath, Malcolm Crundwell, Lorna Harries, Denisa Bogdan, Daniel Westaby, Gemma Fowler, Penny Flohr, Wei Yuan, Adam Sharp, Johann de Bono, Norman J Maitland, Simon Wisnovsky, Carolyn R. Bertozzi, Rakesh Heer, Ramon Hurtado Guerrero, Mads Daugaard, Janne Leivo, Hayley Whitaker, Sharon Pitteri, Ning Wang, David J. Elliott, Benjamin Schumann, Jennifer Munkley

**Keywords:** GALNT7, *O*-glycosylation, glycans, prostate cancer, biomarkers

## Abstract

Prostate cancer is the most common cancer in men and it is estimated that over 350,000 men worldwide die of prostate cancer every year. There remains an unmet clinical need to improve how clinically significant prostate cancer is diagnosed and develop new treatments for advanced disease. Aberrant glycosylation is a hallmark of cancer implicated in tumour growth, metastasis, and immune evasion. One of the key drivers of aberrant glycosylation is the dysregulated expression of glycosylation enzymes within the cancer cell. Here, we demonstrate using multiple independent clinical cohorts that the glycosyltransferase enzyme GALNT7 is upregulated in prostate cancer tissue. We show GALNT7 can identify men with prostate cancer, using urine and blood samples, with improved diagnostic accuracy than serum PSA alone. We also show that GALNT7 levels remain high in progression to castrate-resistant disease, and using *in vitro* and *in vivo* models, reveal that GALNT7 promotes prostate tumour growth. Mechanistically, GALNT7 can modify *O*-glycosylation in prostate cancer cells and correlates with cell cycle and immune signalling pathways. Our study provides a new biomarker to aid the diagnosis of clinically significant disease and cements GALNT7-mediated *O*-glycosylation as an important driver of prostate cancer progression.

## Introduction

Prostate cancer is the most common cancer in men and a major cause of cancer-related deaths (1). The androgen receptor (AR) plays an essential role in the normal growth and development of the prostate gland, as well as in carcinogenesis (2). The first-line treatments for advanced prostate cancer include androgen deprivation therapy (ADT), but unfortunately most tumours progress to an aggressive state for which ADT becomes ineffective, known as castration-resistant prostate cancer (CRPC). Numerous second generation agents targeting the androgen receptor signalling axis, such as abiraterone (3) and enzalutamide (4) are available for CRPC, however nearly all affected men will also develop resistance to these agents (5). It is estimated that more than 350,000 men die of prostate cancer yearly (1), and new therapies for advanced disease are urgently needed.

Serum prostate specific antigen (PSA) measurements are often used to aid prostate cancer diagnosis, but this has poor specificity leading to the overtreatment of non-lethal disease (6, 7). The introduction of multiparametric magnetic resonance imaging (mpMRI) has improved risk stratification for men with suspected prostate cancer (8), but there remains an unmet clinical need to identify new diagnostic and prognostic biomarkers and attention is now turning to minimally invasive urine or blood based tests (9). The ideal liquid biopsy test would decrease over-diagnosis, allow low risk patients to avoid biopsy, increase the early diagnosis of clinically significant prostate cancer, and allow for accurate monitoring of response to therapy.

Glycosylation is the most common, complex, and dynamic post-translational modification of both membrane bound and secreted proteins (10). Glycans are fundamental to many biological processes and hence the glycocalyx, a heavily glycosylated extramembrane compartment, is present on every mammalian cell (11). In cancer, the size of the tumour cell glycocalyx increases with malignant transformation, and this change alters all aspects of disease progression (12–14). Aberrant glycosylation is a hallmark of cancer cells, and cancer-associated glycans have been detected in virtually every cancer type. Glycans hold huge potential for the development of new diagnostic and therapeutic targets and are predicted to be at the forefront of translational developments. Glycan structures change dramatically in prostate cancer, and are linked to a malignant phenotype (15). Glycan alterations in prostate cancer include changes to PSA glycosylation, tumour hypersialylation, truncated *O*-glycans and increased core fucosylation, but the mechanisms driving these changes are poorly understood (15). One of the key drivers of aberrant glycosylation in cancer is the dysregulated expression of glycosylation enzymes within the cancer cell (16).

Previously, we identified glycosylation as an androgen-regulated process in prostate cancer and further defined a set of glycosylation enzymes that are upregulated in tumour tissue (17–20). Among these enzymes, here we have focused on GALNT7, a glycosyltransferase transferring an *N*-acetylgalactosamine (GalNAc) moiety to Ser/Thr side chains on proteins initiating the so-called *O*-linked glycan biosynthesis (21). GALNT7 belongs to a large family of 20 GALNT isoenzymes and is characterized for exclusively glycosylating proteins/peptides that already carry GalNAc moieties added by other GALNT-isoenzymes (22). Recently, *GALNT7* was identified as a single gene effector of cell surface glycosylation and glycocalyx height (23), suggesting that GALNT7 mediated *O*-glycosylation might act at the interface of cellular signalling processes in prostate cancer and play an important role in disease progression.

Here, we analyse multiple independent cohorts of patient tissue samples and find upregulation of GALNT7 is a feature of prostate cancer cells. Furthermore, we show GALNT7 is found in diagnostically relevant levels in the urine and blood of men with prostate cancer. Our findings reveal urine GALNT7 can identify men with prostate cancer with improved accuracy compared to serum PSA levels, and show combining GALNT7 with serum PSA further improves diagnostic performance. Using lectin/antibody immunoassays, chemical tools and *O*-glycoproteomics, we show GALNT7 modifies *O*-glycoproteins in prostate cancer cells, and using both *in vitro* and *in vivo* studies, we further show that GALNT7 drives prostate tumour growth and correlates with cell cycle and immune signalling pathways. Our findings identify GALNT7 as an important driver of prostate cancer progression, and highlight new opportunities to exploit aberrant *O*-glycosylation to improve diagnosis and treatment.

## Results

### 1 Upregulation of GALNT7 is a feature of prostate cancer

We previously reported preliminary findings suggesting that *GALNT7* gene levels are upregulated in clinical prostate cancer tissue, compared to normal or benign prostate tissue (17). Here, we monitor GALNT7 at both the gene and protein level in multiple independent patient cohorts (comprising >2000 patient samples) and establish upregulation of GALNT7 as a feature of prostate cancer. Analysis of RNA sequencing data from The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) cohort (24) reveals *GALNT7* gene expression levels are 1.9 fold increased in prostate tumours relative to normal prostate tissue (n=549, p<0.001) (Figure 1A). Using quantitative PCR, we further show upregulation of the *GALNT7* gene in prostate cancer tissue in two additional primary patient cohorts (Figure 1B&C). To test whether GALNT7 is also upregulated at the protein level in prostate tumours, we used immunohistochemistry to monitor GALNT7 protein expression in three independent tissue microarrays (TMA). Staining a tissue microarray containing 25 samples from patients with benign disease (benign prostate hyperplasia, BPH) and 122 samples from patients with prostate cancer (25) showed that GALNT7 protein is expressed at 2.4 fold higher levels in prostate cancer tissue relative to benign tissue (p<0.001) (Figure 1D). Similarly, analysis of a TMA containing 17 normal prostate tissue samples and 79 samples of prostate tumour tissue showed GALNT7 is 2.3 fold upregulated in prostate cancer (p=0.0124) (Supplementary Figure 1). Furthermore, staining of a TMA containing matched normal and prostate cancer tissue from 200 patients (26) showed GALNT7 levels were 1.8 fold higher in prostate cancer tissue compared to matched normal tissue from the same patient (p<0.001) (Figure 1E). We confirmed specificity of our GALNT7 immunohistochemistry via pre-incubation with a blocking peptide and by detection of protein depletion and overexpression by immunohistochemistry in Formalin Fixed Paraffin Embedded (FFPE) cell pellets (Supplementary Figure 2). Taken together, our data identifies upregulation of GALNT7 as a feature of prostate tumour tissue.

### 2 GALNT7 is upregulated in urine and blood samples from men with prostate cancer

We next assessed the suitability of GALNT7 as a diagnostic biomarker in biological fluids, compared to the gold standard marker PSA. We noted that the localisation of both proteins in prostate cancer tissue was similar, which was unexpected because GALNT7 is a Golgi-resident enzyme in healthy cells while PSA is secreted into blood. Based on this, and because shedding of glycosylatransferases has been previously reported (27–30), we hypothesised that like PSA, GALNT7 may also be secreted into the urine and blood of men with prostate cancer. Using pre-validated sandwich ELISA assays (Supplementary Figure 3A), we tested GALNT7 protein levels in urine and blood samples from men with suspected prostate cancer (our power calculations showed testing at least 20 samples would give us a 90% chance of detecting any significant changes, p<0.05). First, we monitored GALNT7 in matched urine and plasma samples from 27 men with suspected prostate cancer. GALNT7 levels were 7.7 fold higher in urine and 2.1 fold higher in plasma samples from men later diagnosed with prostate cancer compared to men with benign disease or a ‘no cancer’ diagnosis (Figure 2A,B). Next, we monitored GALNT7 plasma levels in 305 men diagnosed with either benign disease or prostate cancer. GALNT7 protein levels were 2.2 fold higher in men with prostate cancer compared to men diagnosed with benign disease (p<0.0001) (Figure 2C). GALNT7 urine levels were also monitored in 180 men with suspected prostate cancer taking part in the INNOVATE clinical trial (31). Here, urine GALNT7 was 2.5 fold higher in men diagnosed with prostate cancer (compared to men given a ‘no cancer’ diagnosis) (Figure 2D). Urine GALNT7 had slightly improved accuracy over serum PSA at identifying men with prostate cancer within the same cohort (serum PSA: AUC 0.69, urine GALNT7: AUC 0.73), whereas combining PSA and GALNT7 further increased diagnostic accuracy (PSA+GALNT7: AUC 0.76) (Figure 2E and Supplementary Figure 3B).

The five-point Likert scaling on mpMRI can be used to predict clinically significant prostate cancer (Likert score 1 or 2 indicates the patient is unlikely to have prostate cancer. Likert score 4 or 5 indicates the patient is likely to have prostate cancer that needs to be treated, and with Likert score 3 it is difficult to tell from the scan if prostate cancer is present or not). Hence, for men with an equivocal mpMRI score of Likert 3 (where it isn’t possible to tell from the scan whether the patient has prostate cancer) there is an unmet clinical need for novel biomarkers to aid in risk assessment (32). To test whether GALNT7 could improve the stratification of patients undergoing mpMRI, we evaluated GALNT7 levels in men from the INNOVATE study with mpMRI scored Likert 3 that later underwent prostate biopsy (n=59). GALNT7 was 2.6 fold higher in Likert 3 patients that received a prostate cancer diagnosis compared to men given a ‘no cancer’ diagnosis (p=0.0001), and GALNT7 was slightly more accurate than serum PSA at identifying men with prostate cancer (serum PSA: AUC=0.69, urine GALNT7: AUC=0.78) (Figure 2F). This finding suggests urine GALNT7 levels could aid in risk assessment for patients with mpMRI scored Likert 3 and add value to the clinical care pathway. GALNT7 was also detected in urine from men with metastatic CRPC (Supplementary Figure 3C). Taken together, our findings show that GALNT7 is upregulated in the urine and blood of men with prostate cancer and could aid in diagnosis.

### 3 GALNT7 levels remain high in castrate resistant prostate cancer

Androgen hormones play a key role in the progression and treatment of prostate cancer and ADT is a first-line treatment used to control cancer growth in cases of metastatic prostate cancer (2). We previously showed that expression of *GALNT7* is controlled by the AR and that GALNT7 is upregulated in prostate cancer cells in response to androgen stimulation (17). Here, experimental analyses of gene expression data in The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) (24) and the metastatic CRPC Stand Up to Cancer/Prostate Cancer Foundation (SU2C/PCF) (33) cohorts show a significant correlation between the expression of *AR* and *GALNT7* in both clinical prostate cancer datasets (Supplementary Figure 4A,B). Further experimental analyses reveal *GALNT7* mRNA is downregulated in prostate tissue following androgen depletion (Supplementary Figure 4C, 4D). Based on these findings, we hypothesised that GALNT7 protein levels in prostate tissue will decrease in patients undergoing ADT. To test this, we monitored GALNT7 protein levels in a TMA containing untreated prostate tissue and tissue samples taken 3-12 months after ADT (n=162) (26). Consistent with GALNT7 being controlled by androgens, our findings show GALNT7 protein levels are 1.5 fold lower in prostate tissue following ADT, compared to untreated tissue (p=0.001) (Figure 3A). Next, to gain insight into how GALNT7 is expressed during prostate cancer progression, we analysed GALNT7 in a TMA with hormone sensitive and CRPC patients (n=125). Here, GALNT7 levels were similar in CRPC compared to hormone sensitive disease, which would be consistent with AR reactivation in castrate resistant disease (Figure 3B). We then set out to test if serum levels of GALNT7 might also change upon ADT. In matched serum samples from ten men taken before and after hormone ablation therapy, serum GALNT7 was significantly reduced following ADT (p=0.0039) (Figure 3C). Furthermore, GALNT7 levels were significantly higher in sera from patients with metastatic CRPC relative to patients with hormone sensitive disease (p<0.001) (Figure 3D). Finally, analysis of *GALNT7* gene expression in the SU2C/PCF mCRPC tissue cohort (33) identified a significant correlation between GALNT7 and androgen receptor signalling in metastatic CRPC patient samples (n=163, FDR q value <0.001)(Figure 3E and Supplementary Table 1). Of particular interest, significant correlations were observed between *GALNT7* and *CAMKK2*, *TMPRSS2*, *CCND1* and *FKBP5*. These results indicate that GALNT7 levels directly correlate with AR activity in prostate cancer and suggest GALNT7 levels may mark those developing relapse to castrate resistant disease.

### 4 GALNT7 can modify *O*-glycosylation in prostate cancer cells

*GALNT7* was recently identified as a single gene effector of cell surface glycosylation (23). However, how GALNT7 impacts glycosylation in prostate cancer cells has not been previously studied. GALNT enzymes are responsible for the initiation of GalNAc *O*-linked glycosylation and the synthesis of α-GalNAc1,3-*O*-Ser/Thr, or the Tn antigen. This structure is normally extended by the further sequential action of glycosyltransferases to build more complex *O*-linked structures, but in cancer the Tn antigen is often left unelaborated, and its presence is associated with poor patient prognosis (34). Based on this, we hypothesised that upregulation of GALNT7 in prostate cancer cells would alter *O*-linked glycosylation, including exposure of truncated *O*-glycans such as the cancer-associated Tn antigen. To test if upregulation of GALNT7 can alter the cell surface *O*-glycosylation of prostate cancer cells, we created and validated stable prostate cancer cell line models with knockdown or up-regulation of GALNT7 (Supplementary Figure 5) and assessed the recognition by lectins. Lectin arrays and flow cytometry revealed that GALNT7 overexpression correlates with increased binding of SBA lectin (which recognises the cancer-associated Tn antigen (35, 36)) (Figure 4A and Supplementary Figure 6). This finding was confirmed via immunocytochemistry using an antibody specific to the Tn antigen (Figure 4B), indicating that upregulation of GALNT7 introduces tumour-associated glycans on prostate cancer cells.

As over 80% of the secretome is *O*-glycosylated (37), we predicted that upregulation of GALNT7 will also alter the secretome of prostate cancer cells. To investigate GALNT7-mediated *O*-glycosylation in the secretory pathway, we analysed conditioned media samples using lectin/antibody immunoassays, an implemented GALNT7 chemical biology reporter system (38), and *O*-glycoproteomics. Lectin/antibody profiling of extracellular vesicles (EVs), isolated from conditioned media, revealed increased levels of the Tn antigen when GALNT7 is upregulated, and reduced levels of Tn antigen when GALNT7 is downregulated (Figure 5C and Supplementary Figure 7). Next, we established a GALNT7 chemical biology reporter system for the activity of the GALNT7 enzyme based on a tactic termed ‘bump-and-hole engineering’. Breifly, we engineered GALNT7 by mutation such that the resulting mutant (‘BH’ for bump-and-hole) recognises a chemically modified version of the activated sugar UDP-GalNAc (38, 39) (Figure 4D). Following glycosylation by BH-GALNT7, the chemical modification can then be reacted with a biotin reporter probe using click chemistry (38–41). Using the BH-GALNT7 reporter, we report specifically GALNT7 dependent glycosylation of secreted proteins in prostate cancer cells (Figure 4D). Next, we analysed the *O*-glycoproteome in secretomes of DU145 prostate cancer cells with upregulated GALNT7 using mass spectrometry. This identified 34 glycopeptides as potential substrates for the GALNT7 enzyme in prostate cancer cells, the Tn antigen being the most abundant *O*-glycosylated form (Supplementary Figure 8). Taken together, our findings reveal that in prostate cancer cells, GALNT7 can modify the *O*-glycosylation of both cell surface proteins and proteins in the secretory pathway, leading to upregulation of the Tn antigen, which is a hallmark of cancer and involved in tumor progression and metastasis (35).

### 5 GALNT7 promotes prostate tumour growth and correlates with cell cycle and immune signalling pathways

We next investigated the effects of GALNT7 on the biology of prostate cancer cells showing that knockdown of GALNT7 inhibits prostate cancer cell proliferation and colony formation *in vitro*, whereas overexpression of GALNT7 has the opposite effect (Supplementary Figure 9A-D). Using sub-cutaneous *in vivo* mouse models, we found that knockdown of GALNT7 significantly suppressed the growth of CWR22RV1 tumours (Figure 5A), whereas overexpression of GALNT7 significantly increased the growth of PC3 tumours (Figure 5B). Furthermore, using *in vitro* assays we show GALNT7 promotes prostate cancer cell migration and invasion (Figure 5C and Supplementary Figure 9E–G). Next, we analysed the effects of conditioned media on prostate cancer cell biology. These experiments showed that conditioned media from prostate cancer cells with upregulated GALNT7 significantly enhanced cell proliferation and colony formation of wildtype prostate cancer cells, indicating that this effect was likely mediated by the secreted GALNT7, other unknown proteins of the media or others molecules (Supplementary Figure 9H,I). Taken together, the above data suggest that upregulation of GALNT7 promotes aggressive prostate cancer cell behaviour and tumour growth.

To identify signalling pathways controlled by GALNT7 in prostate cancer cells, we used RNA-sequencing to search for genes that change with either knockdown or upregulation of GALNT7. 

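RNA was sequenced from CWR22RV1 and DU145 prostate cancer cells. CWR22RV1 cells express the androgen receptor and have high GALNT7, and carried either a control shRNA (shControl) or an shRNA against GALNT7 (GALNT7 KD). DU145 cells lack the androgen receptor and have lower GALNT7, and carried either a control open reading frame (OE control) or GALNT7 (GALNT7 OE). Each of the 4 groups had 3 biological replicates, and the libraries were made from polyadenylated RNA with the strand kept. The authors deposited normalised counts for 59424 Ensembl genes in a separate table for each cell line. In each library every value is a whole multiple of the smallest one, so that the number of reads behind each value could be recovered for 100% of the values. The recovered totals were 21141983 to 22264533 reads in shControl cells (median 21503828) and 18364512 to 20429381 in GALNT7 KD cells (median 20388227). In DU145 cells they were 21628718 to 23288926 in the OE control (median 22033635) and 21703978 to 24356910 in GALNT7 OE (median 22412770). The paper's text does not name the aligner or the genome build. Its statistics section marks significance from a p of 0.05 for tests in GraphPad Prism, and names no threshold for the RNA-seq. Because the values had been scaled, each cell line was tested by itself with limma on log2(normalised count + 1), using the genes with a mean normalised count of at least 5 over its 6 libraries and Benjamini-Hochberg adjustment. A log2 fold change on this scale understates the change of genes with few reads. The 2 tables were scaled separately, so levels are compared only within a cell line.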

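GALNT7 (ENSG00000109586), on chromosome 4 of GRCh38 from 173168753 to 173323967 on the plus strand, was measured first as a check of the labels. Its normalised count was 999 ± 122 (SD, n=3) in shControl cells and 461 ± 53.7 (SD, n=3) in GALNT7 KD cells. This is a log2 fold change of -1.11 (standard error 0.129, limma adjusted p=0.0051). In DU145 cells it was 964 ± 75.8 (SD, n=3) in the OE control and 2181 ± 176 (SD, n=3) in GALNT7 OE cells, a log2 fold change of 1.18 (standard error 0.0863, limma adjusted p=8.0e-05). In neither cell line did the libraries of the 2 groups overlap (two-sided exact permutation test, p=0.1, the smallest p that 3 libraries against 3 allow). With each replicate left out in turn, the log2 fold change stayed between -1.22 and -1.02 for knockdown and between 1.13 and 1.24 for overexpression. With the replicate number as a block, the limma adjusted p was 0.026 and 0.0015.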

Bioinformatic analyses identified 457 genes that respond to GALNT7 levels (Supplementary Tables 2-4 and Supplementary Figure 10A,B) with enrichment in the cell cycle processes and depletion in immune signalling pathways (Figure 5D and Supplementary Figure 10C). 

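After GALNT7 knockdown in CWR22RV1 cells, 1623 of the 17906 genes tested passed an adjusted p of 0.05 in limma. Of these, 945 were higher and 678 were lower than in shControl cells. After GALNT7 overexpression in DU145 cells, 8132 of 18705 genes passed, 4290 of them higher and 3842 lower. The paper made its stable lines by lentiviral transduction, and does not say whether the replicates of a group came from separate transductions. If they did not, the limma p-values measure the spread between cultures of the same population. A difference between the control and GALNT7 populations with another cause would then pass as well. The knockdown count depended most on the threshold and was 392 genes at an adjusted p of 0.01. Samples with the same replicate number varied together only weakly: the mean correlation across genes of their deviations from the group means was 0.052 in CWR22RV1 cells and 0.038 in DU145 cells. With the replicate number as a block, the counts were 1002 genes for knockdown and 7405 for overexpression. Among the 16124 genes tested in both cell lines, 884 passed in both, against 666 expected from the sizes of the 2 sets (Fisher's exact test, p=4.6e-33; genes are not independent replicates). The changes were opposite for 464 of these genes, which is the set closest to the paper's description of genes that respond to GALNT7 levels. They were made up of 210 genes lower in knockdown and higher in overexpression, and 254 genes higher in knockdown and lower in overexpression. The remaining 420 genes moved the same way in both cell lines, 142 down and 278 up. From the margins alone 433 opposite changes would be expected (Fisher's exact test of direction, two-sided, p=0.032). Of the 464 opposite genes, 91 lie on chromosome 12, and 85 of those belong to the 210 genes lower in knockdown. When the tests were fitted again without the genes of chromosome 12, which changes the adjustment, there were 351 opposite changes, against 350 expected (Fisher's exact test, p=0.94). With the replicate block, 287 genes were opposite.

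**Figure D1:**
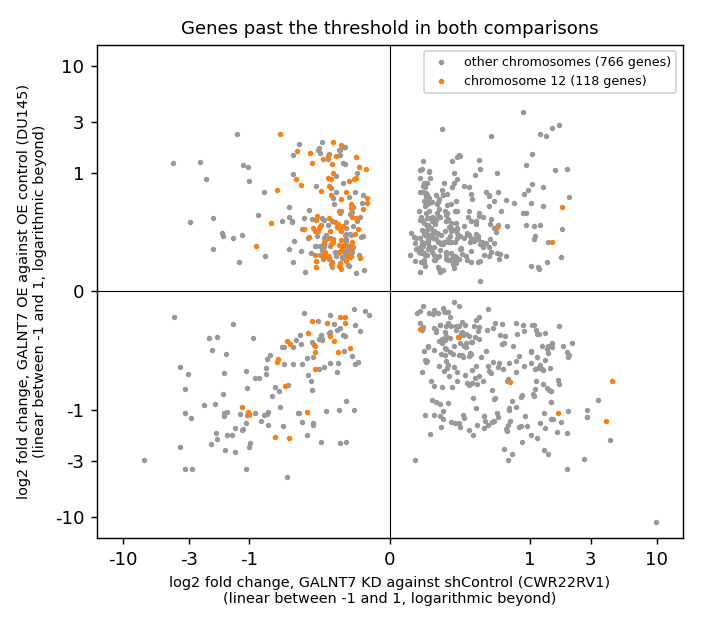
Each point is 1 of the 884 genes with an adjusted p under 0.05 in both comparisons, with the log2 fold change of GALNT7 knockdown on the horizontal axis and of GALNT7 overexpression on the vertical axis. Genes on chromosome 12 are orange; 85 of them lie in the upper left, lower in knockdown and higher in overexpression.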

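Among genes with a mean normalised count of at least 50 in both cell lines and no overlap between the groups, ranked by the smaller of their 2 changes, the genes with the largest opposite changes included AL355075.4, FOXO1, SLC22A17 and TMEM45B, higher in knockdown, and GALNT7, GLDC, ACBD7 and SCD, lower in knockdown. Of these, ACBD7 lost the threshold in knockdown with the replicate number as a block (limma adjusted p=0.056). Without shControl replicate 1, the limma adjusted p in knockdown was 0.14 for ACBD7, 0.059 for GLDC and 0.062 for SLC22A17. The dependence was not on that replicate alone. GLDC also lost the threshold without shControl replicate 2 or 3 (limma adjusted p=0.057 and 0.054), but with no GALNT7 KD replicate left out. SLC22A17 kept the threshold only without shControl replicate 2, with a limma adjusted p of 0.060 to 0.093 otherwise. ACBD7 kept it only without GALNT7 KD replicate 1, with 0.069 to 0.14 otherwise. SCD had a normalised count of 11370 ± 207 (SD, n=3) in shControl and 5669 ± 214 in GALNT7 KD cells, with limma adjusted p=1.0e-04. In DU145 cells SCD rose from 22931 ± 262 to 43850 ± 1394 (SD, n=3), a log2 fold change of 0.93 (standard error 0.0307, limma adjusted p=3.8e-06). AL355075.4 is annotated as antisense and overlaps RPPH1 on the same strand and PARP2 on the other, so that its reads could belong to them. Its normalised count went from 16.1 ± 4.01 to 16361 ± 2067 in knockdown and from 33190 ± 304 to 14.4 ± 5.21 in overexpression (SD, n=3). In overexpression the lowest genes also included LCN2, from 6968 ± 163 to 32.8 ± 5.68, and CFB, from 1148 ± 85.3 to 7.28 ± 6.52 (SD, n=3); CFB has a second identifier, ENSG00000241534, so its reads could be split between them.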

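Cell cycle and immune genes were compared through 5 lists fixed before the data were examined: the S phase and G2/M phase genes of the Seurat package, and hand-written lists of interferon-stimulated, antigen presentation, and complement and NF-kB target genes. For each list the shift is the median log2 fold change of its genes minus that of all genes tested, and limma's camera compares the list with all other genes, adjusted over the 5 lists of a comparison. In DU145 cells with GALNT7 overexpression, all 43 S phase genes and all 54 G2/M phase genes were higher with an adjusted p under 0.05. Their shifts were 1.11 (adjusted p=8.5e-21) and 1.71 (adjusted p=1.1e-29). The interferon genes shifted by -1.22 (33 of 42 genes lower, none higher, adjusted p=1.7e-12). The antigen presentation genes shifted by -1.01 (8 of 16 lower, 2 higher, adjusted p=0.0015), and the complement and NF-kB targets by -1.67 (26 of 31 lower, 1 higher, adjusted p=1.1e-15). With GALNT7 knockdown in CWR22RV1 cells the shifts were smaller. The G2/M phase genes shifted by -0.075 (6 of 54 lower, none higher, adjusted p=0.0037), and the S phase genes by 0.020 (adjusted p=0.89). The interferon genes shifted by 0.047 (adjusted p=0.89), the antigen presentation genes by 0.36 (4 of 12 higher, none lower, adjusted p=4.2e-04) and the complement and NF-kB targets by 0.23 (adjusted p=0.094). The camera values above assume a correlation between genes of 0.01. When camera estimated the correlation between genes from the data, the adjusted p in knockdown was 0.28 for the G2/M phase genes and 0.21 for the antigen presentation genes. In overexpression the evidence was also much weaker under that setting, with a camera adjusted p of 0.0069 for both the S phase and the G2/M phase genes. It was 0.0045 for the interferon genes, 0.027 for the antigen presentation genes and 0.0041 for the complement and NF-kB targets. Adjusted over each list alone, 6 S phase, 7 G2/M phase, 4 interferon, 6 antigen presentation and 8 complement and NF-kB genes passed in knockdown, and 43, 54, 34, 10 and 28 in overexpression. With the replicate number as a block (mean correlation of same-numbered samples 0.052 and 0.038, as above), the camera adjusted p in that order of lists was 0.80, 0.0063, 0.79, 2.3e-04 and 0.17 in knockdown. In overexpression it was 7.5e-20, 4.3e-28, 2.2e-12, 0.0026 and 8.4e-15. Among the genes with opposite changes were 6 G2/M phase genes, against 1.55 expected from the genes tested in both cell lines (Fisher's exact test, adjusted p=0.022), and 2 S phase genes against 1.24 expected (adjusted p=0.37). Of the 6 G2/M phase genes, 3 lie on chromosome 12 (CDCA3, GAS2L3 and TMPO, named after their values were seen). In a test added after the data were seen, over the fits without chromosome 12, there were 3 G2/M phase genes against 1.12 expected (Fisher's exact test, adjusted p=0.21). The genes with opposite changes also included 2 interferon genes against 0.835 expected (adjusted p=0.34), 2 antigen presentation genes against 0.288 (adjusted p=0.080) and 1 complement or NF-kB target against 0.460 (adjusted p=0.37). The paper states an enrichment in the cell cycle and a depletion in immune signalling from its own gene ontology analysis (Figure 5D), whose gene sets were not used here. Its analysis asks which kinds of genes are among those that respond to GALNT7 levels, which the shifts of the lists do not measure. The counts of genes with opposite changes are closer to it. For the immune lists these counts lay above the expected numbers rather than below, with no adjusted p under 0.05 in Fisher's exact test.

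**Figure D2:**
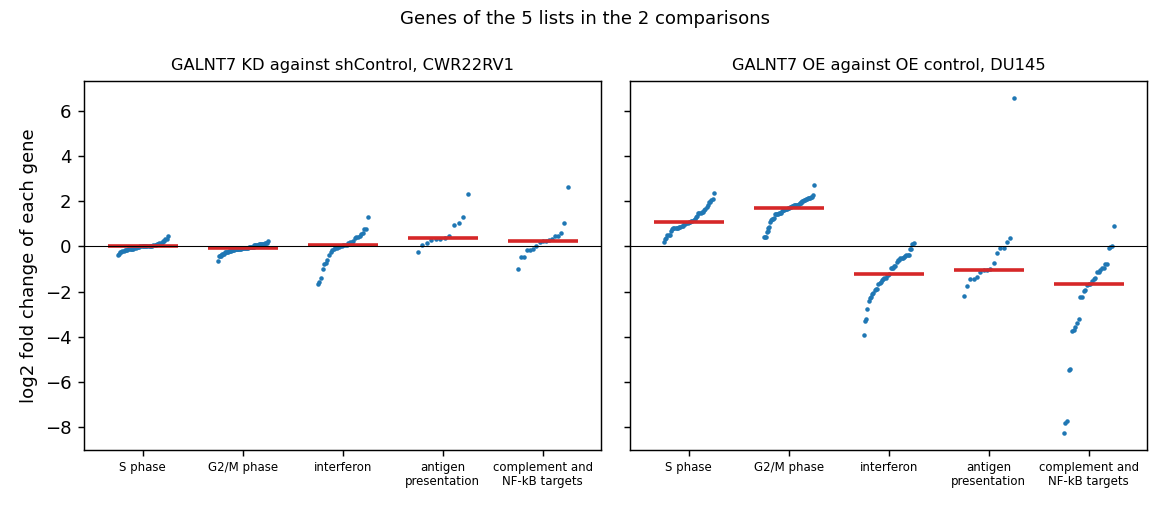
Each blue point is the log2 fold change of 1 gene of a list, sorted within the list, after GALNT7 knockdown (left) and overexpression (right); red lines are the list medians. In overexpression the S phase and G2/M phase genes lie above 0 and most immune genes below it, and in knockdown the medians lie closer to 0.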

By analysing the proteome of GALNT7 overexpressing cells using mass spectrometry we identified 249 differentially expressed proteins, and also highlighted ‘cell cycle’ and ‘immune signalling’ as significantly altered by GALNT7 (Figure 5E and Supplementary Table 5). Of particular interest, expression levels of the tumour suppressor gene *FOXO1* were increased upon knockdown of GALNT7, and decreased when GALNT7 is overexpressed. 

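FOXO1 (ENSG00000150907), a protein-coding gene on chromosome 13 of GRCh38 from 40469953 to 40666597 on the minus strand, had a normalised count of 240 ± 16.9 (SD, n=3) in shControl cells and 1565 ± 335 (SD, n=3) in GALNT7 KD cells. This is a log2 fold change of 2.68 (standard error 0.165, limma adjusted p=6.5e-04). In DU145 cells it was 1686 ± 1154 (SD, n=3) in the OE control and 170 ± 11.0 (SD, n=3) in GALNT7 OE cells, a log2 fold change of -2.89 (standard error 0.677, limma adjusted p=0.013). The spread in the OE control comes from replicate 1, with 374 normalised counts against 2138 and 2544 in replicates 2 and 3. The GALNT7 OE libraries had 163, 183 and 165 normalised counts, all below the lowest control. In both cell lines the groups did not overlap (two-sided exact permutation test, p=0.1, the smallest that 3 against 3 allow). With each replicate left out in turn, the log2 fold change stayed between 2.55 and 2.86 for knockdown and between -3.77 and -2.39 for overexpression, and the adjusted p stayed below the threshold, at most 0.0083 and 0.047. With the replicate number as a block it was 0.0056 and 0.013.

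**Figure D3:**
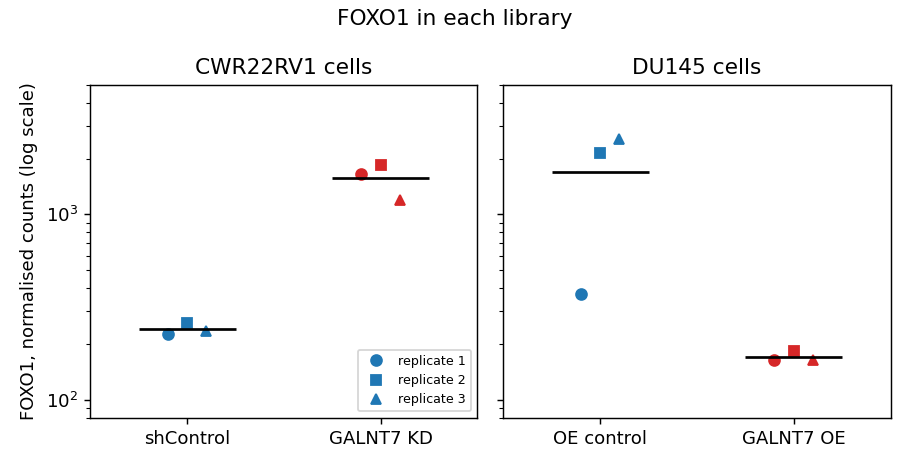
Normalised FOXO1 counts of each library on a log axis, with the mean of each group as a line, in CWR22RV1 cells (left) and DU145 cells (right). OE control replicate 1 (374) lies well below the other OE control replicates (2138 and 2544).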

FOXO1 is an important negative regulator of the cell cycle (42) that is often lost or downregulated in prostate cancer (43). Validation at the protein level confirmed that upregulation of GALNT7 in prostate cancer cells promotes loss of FOXO1 protein (Supplementary Figure 10D). Analysis of The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) cohort (24) revealed a significant correlation between the *GALNT7* and *FOXO1* genes in clinical prostate cancer tissue (Supplementary Figure 10E). Furthermore, analysis of the metastatic CRPC Stand Up to Cancer (SU2C) cohort (33)identified seven ‘immune signalling’ pathways which negatively correlate with *GALNT7* gene expression levels in clinical samples (Figure 5F and Supplementary Table 1).

## Discussion

Prostate cancer is the most common cancer in men and is a major clinical burden. New diagnostic tests and therapeutic options are urgently needed and could aid in patient stratification and improve patient quality of life and survival times. In prostate cancer, aberrant glycosylation is closely linked to a malignant phenotype, however the mechanisms driving these changes are unclear. An increased understanding of how altered glycosylation contributes to prostate cancer pathology will uncover an untapped resource of biomarkers and therapeutic targets, and has the potential to transform how the disease is diagnosed and treated.

In this study, we measured levels of the glycosylation enzyme GALNT7 in prostate cancer tissue, urine and blood samples and identified GALNT7 as being significantly upregulated in prostate cancer. By analysing tumour and blood samples from men with prostate cancer, we further show that GALNT7 levels remain high in castrate resistant prostate cancer, thus suggesting GALNT7 is increased during both the development of prostate cancer and the progression to relapsed treatment resistant disease. Traditionally, the diagnosis of prostate cancer has relied on the detection of prostate specific antigen (PSA) in patient blood, and tissue biopsy tests - however this is now widely accepted as being sub-optimal (8, 44). The introduction of pre-biopsy mpMRI (multiparametric magnetic resonance imaging) has improved risk stratification for men with suspected prostate cancer (8, 45, 46), but there remains space for novel serum and urine biomarkers in this new pathway. In particular, many patients with Likert 3 disease on mpMRI still undergo biopsy but do not have clinically significant prostate cancer (32). Here, we demonstrate urine GALNT7 can identify men with prostate cancer with improved accuracy than than serum PSA levels, and show that combining GALNT7 with PSA further improves diagnostic performance. Furthermore, in mpMRI Likert 3 patients, we show urine GALNT7 holds promise to identify patients with clinically significant disease. Based on these data, we propose that GALNT7 is upregulated in prostate cancer and could be developed further as a as a non-invasive diagnostic biomarker.

Our findings also show GALNT7 can modify the *O*-glycosylation of both cell surface proteins and proteins in the secretory pathway, and identify GALNT7 as a key driver of tumour growth which correlates with cell cycle and immune signalling pathways in prostate cancer cells. These data are consistent with the recent finding that *GALNT7* is a single gene effector of cell surface glycosylation and glycocalyx height (23), and suggest GALNT7 mediated *O*-glycosylation may act at the interface of important signalling pathways in prostate cancer cells to promote disease progression. Based on these findings, we propose GALNT7 is a key player in prostate cancer that can likely be exploited for therapeutic usage. Targeting aberrant glycosylation holds huge potential for cancer research (47–49), and we envisage that both GALNT7, and its associated glycans (particularly the cancer-associated Tn antigen) hold huge promise in prostate cancer therapy that needs to be explored.

Strategies to target glycosylation in cancer include, the use of carbohydrate analogues, the development of glycan specific chimeric antigen receptor (CAR) T, and the discovery of small molecule inhibitors with potential clinical applications (47). Glycosyltransferase enzymes such as GALNT7 have the potential to be used for the discovery of effective cancer drugs. Specific inhibitors of GALNT enzymes are lacking, but an isozyme-selective inhibitor targeting GALNT3 was recently developed and shown to block the invasion of breast cancer cells with no toxic effects (50), thus paving the way for the discovery of small molecule modulators that control the activity of specific GALNTs. Moving forward, we anticipate the development of both isozyme and pan-specific modulators targeting GALNT7 will yield new inhibitors, conceptually related to the widespread use of drugs targeting protein kinases, to provide a new class of therapeutics to treat prostate cancer.

The data presented indicates upregulation of GALNT7 may increase the expression of the Tn antigen in prostate cancer. Tn is an important tumour-associated glycan and an established druggable target for several cancer types (15, 32, 33). Studies show the Tn antigen is limited to cancers and is not expressed in healthy/normal tissue (51, 52). Potential strategies to target Tn for cancer therapy include monoclonal antibodies (53), therapeutic vaccination (54–56), and engineered CAR T cells against Tn antigen on MUC1 (57). Emerging research shows the Tn antigen contributes to an immune suppressive microenvironment and is a promising target for immunotherapy (58, 59)(32)(60, 61). Consistent with this, our findings indicate GALNT7 correlates with immune signalling pathways in prostate cancer. As Tn expression has been detected in up to 90% of prostate tumours (55, 62–64) there is huge potential to exploit this biology to benefit patients.

The absence of a glycosylation consensus sequence and the variability of glycan elaboration have historically made *O*-GalNAc glycans challenging to study. Hence, little is known about the protein substrate specificity of GALNT7, other than its requirement for previously *O*-glycosylated substrates (21, 65). Here, we equipped cells with the ability to tag protein substrates of GALNT7 and report GALNT7 dependent glycosylation of secreted proteins in living prostate cancer cells. Alongside this, we performed site specific *O*-glycoproteomics to identify 34 potential protein substrates for GALNT7. It is tempting to speculate that the enhancement of prostate cancer cell proliferation by GALNT7 is likely due to either the activity of secreted GALNT7, or some of its protein substrates' roles or combined functions. Taken together, our findings suggest that further characterisation of GALNT7 mediated *O*-glycosylation, alongside a systematic study of *O*-glycosylation in prostate tumours, will reveal novel biomarkers and potential therapeutic targets to provide clinically actionable information that could impact men with prostate cancer.

## Methods

### Cell culture and creation of stable cell lines

Cell culture and the cell lines used were as described previously (66). The stable cell lines used in the study were created by lentiviral transduction using an MOI of 5. For details of the lentiviral particles used please see Table 6. To generate GALNT7 KO cells guide RNAs ACATGAGGCCATGGTACCAC and GTACCATGGCCTCATGTTGA were cloned into the LentiCRISPRv2 plasmid (Addgene plasmid 52961). Lentivirus production, transduction and selection of monoclonal cell lines was carried out as previously described (67). Cell lines were obtained from ATCC, authenticated using DNA STR analysis, and tested every 3 months for mycoplasma contamination.

### Western blotting

Western blotting was performed as previously described (66). For details of the antibodies used please see Supplementary Table 6.

### Quantitative PCR

Quantitative PCR (qPCR) was performed as previously described (66). For details of the primers used please see Supplementary Table 6.

### Immunohistochemistry

For details of the TMAs tested and methods used please see Supplementary Table 7.

### Detection of GALNT7 in urine and serum

Human GALNT7 sandwich pre-validated ELISA kits were purchased from Cambridge Bioscience (RayBioTech, ELH-GALNT7-1). Samples and standards were assayed in duplicate according to the manufacturer’s protocol. For specific details of the methods used for each cohort please see see Supplementary Table 8.

### *In vitro* cell behavior assays

Cell proliferation assays were carried out using the WST-1 96 well Cell Proliferation Assay Kit (Cambridge Bioscience, CAY10008883) as per the manufacturer’s instructions. Colony formation assays were performed as previously described (19). Invasion assays were carried out using the Oris Pro 96-well Invasion Assay (Amsbio, PROIA1) as per the manufacturer’s instructions.

### Mouse models

#### CWR22RV1 tumour xenografts

Male NMRI mice (Charles Rivers) were inoculated at 8 weeks’ of age with 1x10^7^ CWR22RV1 cells with GALNT7 knockdown by unilateral subcutaneous injection into the flank. The mice were randomised into control or treatment groups before cancer cell inoculation. Cells were injected in a volume of 100µL cell culture media and Matrigel in a 1:1 mixture. Animals were weighed and tumour volumes monitored by caliper measurement three times a week by a blinded researcher until the first animal met a humane endpoint (defined as tumor volume reaching 2000 mm^3^). Tumors with ulceration were excluded from the analysis.

#### PC3 tumour xenografts

Male CD-1 Nude mice (Charles Rivers) were inoculated at 8 weeks’ of age with 1x10^7^ PC3 cells with GALNT7 overexpression. The mice were randomised into control or treatment groups before cancer cell inoculation. Cells were injected in a volume of 50µL of cell culture media and Matrigel in a 1:1 mixture. Animals were weighed and tumour volumes monitored by caliper measurement three times a week by an unblinded researcher until the first animal met a humane endpoint (defined as tumor volume reaching 1000 mm^3^). Tumors with ulceration were excluded from the analysis. Sample size estimate was based on our recent experience of similar xenograft studies. All animal work was conducted with project license approval granted by the UK Home Office and under the approval of the local biomedical research ethics committee.

### Lectin array and lectin flow cytometry

The glycosylation profile of PC3 cells with upregulation of GALNT7 was monitored using a 26 lectin microarray kit (Z Biotech, 10606-K) according to the manufacturer’s instructions. Lectin flow cytometry was performed as described previously, using biotinylated SBA lectin (Vector labs, B-1015-5).

### Isolation and analysis of Extracellular Vesicles

Detection of glycosylation changes of extracellular vesicles (EVs) from cell culture media was performed using a previously published nanoparticle based time-resolved fluorescence immunoassay (NP-TRFIA) (68) (further details are provided in Supplementary Figure 8). The effect of GALNT7 KD or OE on glycosylations on EVs was calculated based on the signal-to-background (S/B) levels of Tn-assays. The CD63-CD63 signals were used to quantify the EV amount in each cell line.

### GALNT7 bump-and-hole engineering and bioorthogonal labelling of secretome proteins by bump-and-hole engineered GALNT7

Bump- and-hole engineering of GALNT7 in living cells was performed based on previously established protocols (38). For further details of the methods used see Supplementary Table 9.

### Mass spectrometry-based proteomics and glycoproteomics

Mass spectrometry proteomics and glycoproteomics methods were adapted from previously described protocols (69–71); for more details see Supplementary Table 10.

### RNAseq and GO analysis

The RNA sequencing (RNA-seq) of cell lines was performed as described previously (19) and can be accessed accessed on GEO repository (GSE220942). Data were further analysed using the gene ontology resource (http://geneontology.org) (accessed on 3 June 2020) (72, 73). For details of how the SU2C/PCF mCRPC tissue cohort was analysed please see Supplementary Table 11.

### Statistical Analyses

All statistical analyses were performed using GraphPad Prisms 8 (GraphPad Software, Inc., San Diego, CA, USA). Data are presented as the mean of three independent samples ± standard deviation of the mean (SD). Unless otherwise stated, the variance between groups being statistically compared was similar. Statistical significance is indicated as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001.

## Supplementary Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure legends

Supplementary Tables

## Figures and Tables

**Figure 1:**
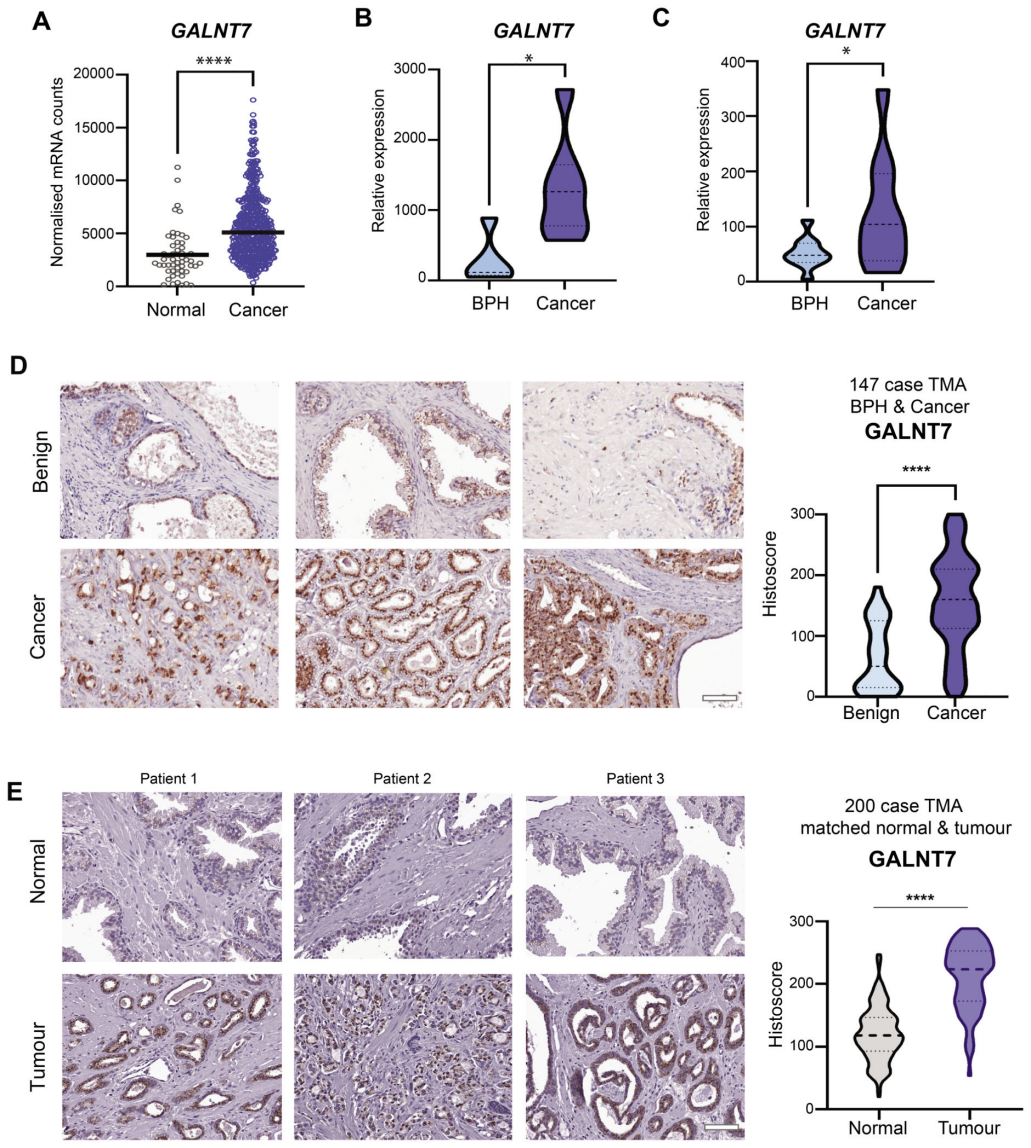
GALNT7 is upregulated in prostate cancer tissue. Analysis of GALNT7 gene and protein levels in clinical prostate tissue. (**A**) *GALNT7* mRNA levels in the TCGA PRAD cohort (24) are significantly higher in prostate cancer tissue relative to normal prostate tissue (n=549, unpaired t test, p=<0.001). (**B**) Real-time PCR analysis of *GALNT7* in RNA samples extracted from FFPE prostate tissue. *GALNT7* is significantly upregulated in cancer relative to benign tissue (n=12, unpaired t test, p=0.0174). (**C**) Real-time PCR analysis of GALNT7 mRNA in matched normal and prostate tumour samples. *GALNT7* is upregulated in tumour tissue relative to matched normal tissue from the same patient (n=20, paired t test, p=0.0357). (**D**) Immunohistochemistry analysis of GALNT7 protein in a previously published prostate cancer tissue microarray (TMA) (25). Each section was scored using the Histoscore method (74, 75). GALNT7 is upregulated in prostate cancer tissue relative to benign prostate hyperplasia tissue (BPH) (n=147, unpaired t test, p<0.001). Scale bar is 100µm. (**E**) Immunohistochemistry analysis of GALNT7 protein in a previously published TMA containing matched tumour and normal tissue from the same patient (76). GALNT7 protein is significantly increased in prostate tumour tissue relative to matched normal tissue from the same patient (n=200, paired t test, p<0.001). Scale bar is 100µm.

**Figure 2:**
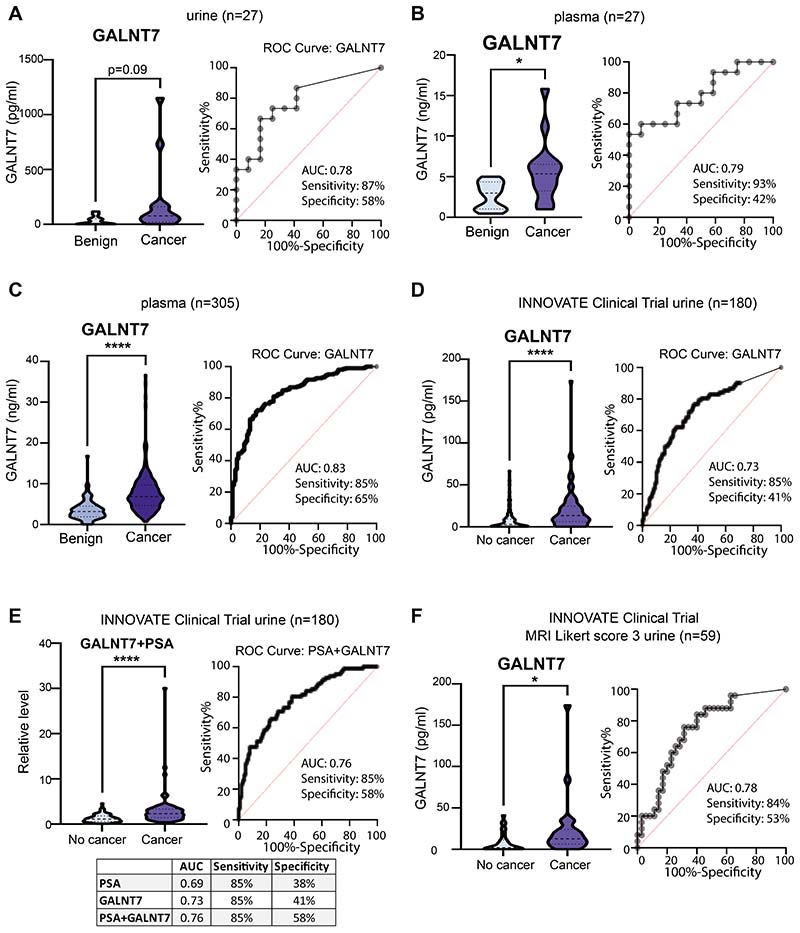
GALNT7 is upregulated in the urine and blood from men with prostate cancer. Detection of GALNT7 in patient urine and blood samples from 3 patient cohorts using pre-validated sandwich ELISA assays. (**A,B**) GALNT7 protein levels detected by sandwich ELISA assays in urine and matched plasma samples from men with suspected prostate cancer. Compared to men with benign disease, GALNT7 urine levels are higher in men with prostate cancer (n=27, unpaired t test, p=0.082) (AUC 0.78, sensitivity 87%, specificity 58%). Additionally, GALNT7 plasma levels are significantly higher in men with prostate cancer (n=27, unpaired t test, p=0.0172)(AUC 0.79, sensitivity 93%, specificity 42%). (**C**) GALNT7 levels are significantly higher in plasma samples from men with prostate cancer compared to men with benign disease (n=305, unpaired t test, p<0.0001)(AUC 0.83,sensitivity 85%, specificity 65%). (**D**) GALNT7 urine levels were monitored via sandwich ELISA assays in 180 men with suspected prostate cancer taking part in the INNOVATE clinical trial (31). GALNT7 urine levels are significantly higher in men who were diagnosed with prostate cancer, compared to men who received a ‘no cancer’ diagnosis (n=180, unpaired t test, p<0.0001). GALNT7 urine level was more accurate than serum PSA at identifying men with prostate cancer (urine GALNT7 AUC: 0.73, sensitivity 85%, specificity 41%)(serum PSA AUC: sensitivity 85%, specificity 38%). (**E**) For the 180 men with suspected prostate cancer taking part in the INNOVATE clinical trial, the combination of serum PSA and urine GALNT7 had the greatest diagnostic power to identify those with prostate cancer (AUC 0.76, sensitivity 85%, specificity 58%). (**F**) For men taking part in the INNOVATE study that received mpMRI scored Likert 3, GALNT7 levels were significantly higher in men with prostate cancer (n=59, unpaired t test, p=0.0001)(AUC 0.78).

**Figure 3:**
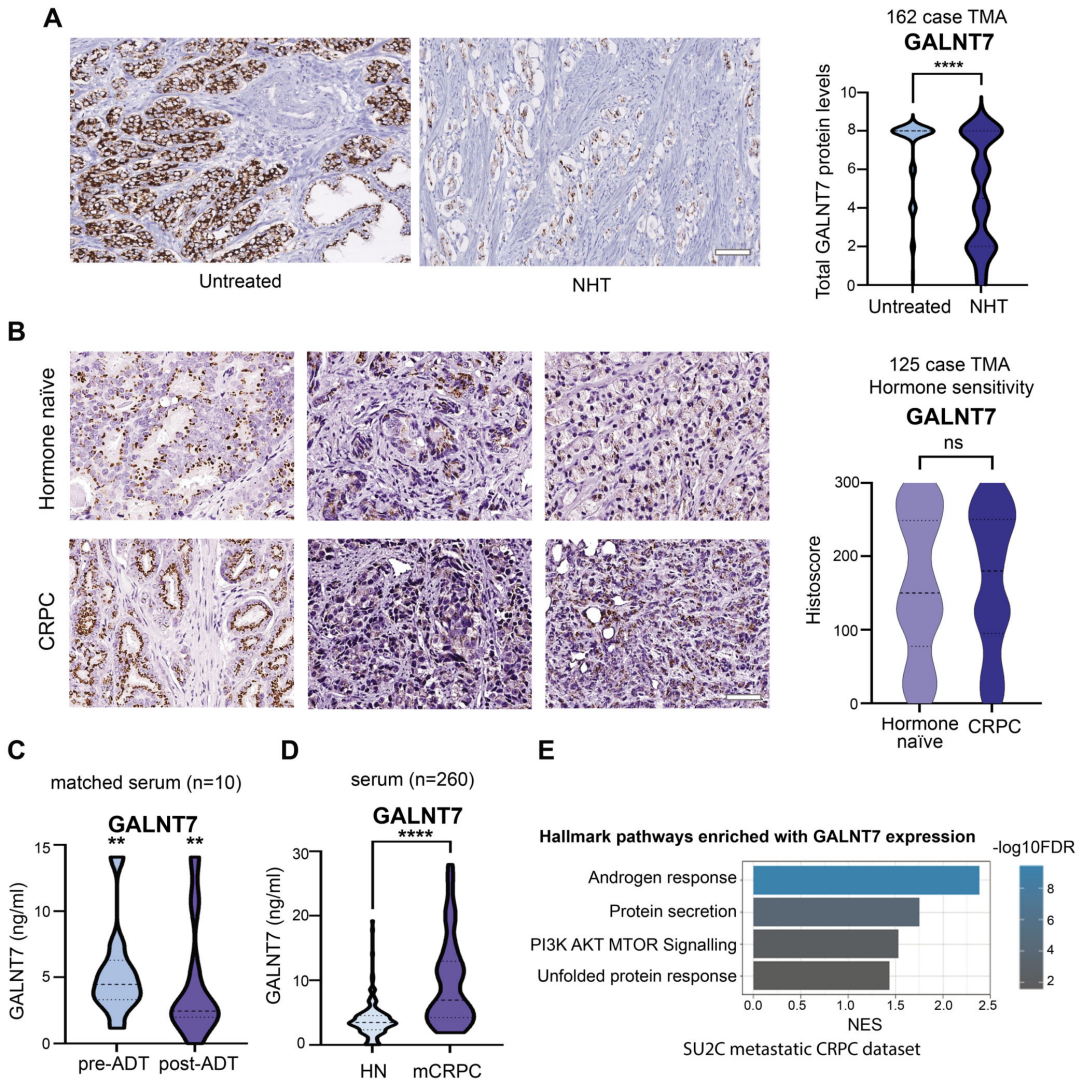
GALNT7 levels remain high in castrate resistant prostate cancer. Analysis of GALNT7 protein levels across two prostate cancer tissue microarrays (TMAs) using immunohistochemistry and in serum samples using sandwich ELISA assays. (**A**) Immunohistrochemistry analysis of GALNT7 levels in a previously published TMA (26). GALNT7 levels in tumour tissue are significantly reduced after neoadjuvant hormonal therapy (NHT) (n=162, unpaired t test, p<0.0001). Scale bar is 100µm. (**B**) Analysis of a 125 case TMA reveals the levels of GALNT7 in hormone naïve and castrate resistant prostate cancer (CRPC) are similar. Scale bar is 100µm. (**C**) GALNT7 serum levels significantly decrease following ADT (n=20, Mann Whitney U test, p=0.0039). (**D**) The serum levels of GALNT7 in men with mCRPC are significantly higher than in men with hormone naïve prostate cancer (n=260, unpaired t test, p<0.001). (**E**) In the SU2C mCRPC patient cohort (n=163) (33, 77), GALNT7 mRNA levels correlate with the androgen response pathway (NES 2.45; FDR q value =<0.001).

**Figure 4:**
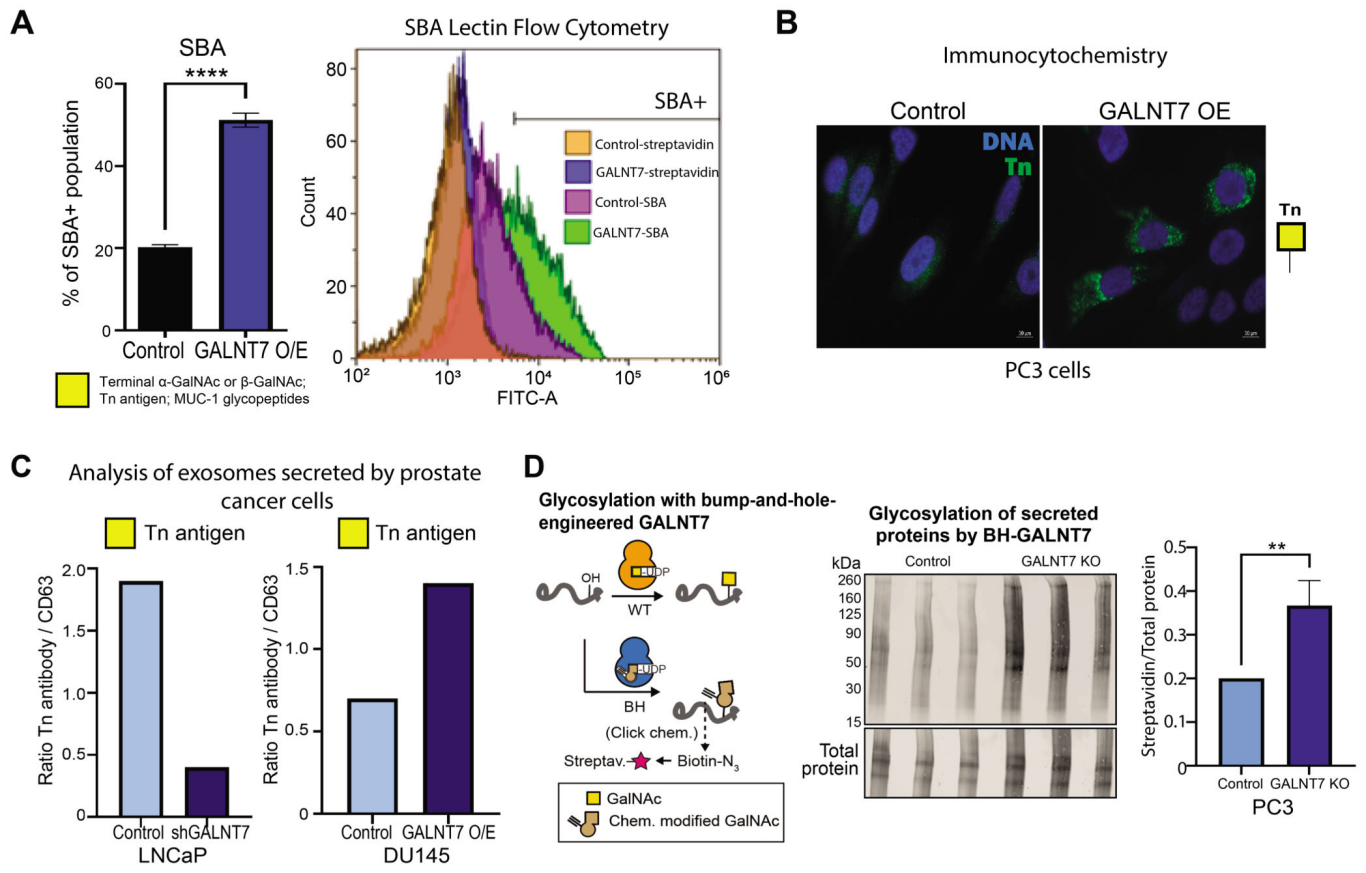
GALNT7 can modify O-glycosylation in prostate cancer cells. (**A**) Lectin flow cytometry shows PC3 cells with upregulated GALNT7 have increased binding to SBA lectin (which recognises terminal GalNAc or Tn antigen). (**B**) Detection of the cancer-associated Tn antigen by immunofluorescence in DU145 cells show upregulation of GALNT7 promotes increased expression of the Tn antigen. (**C**) Analysis of EVs in conditioned media from LNCaP and DU145 cells with knockdown or overexpression of GALNT7 suggests a correlation between GALNT7 and the Tn antigen in the prostate cancer secretome. (**D**) Detection of glycosylation of secreted proteins in samples from PC3 control cells or GALNT7-KO cells using GALNT7 bump-and-hole engineering. The active site of GALNT7 was engineered by mutation (IIe and Leu to 2xAla). The mutant (termed BH) uses a chemically modified analogue of the native substrate UDP-GalNAc. Following glycosylation, the chemical modification can be traced by methods of click chemistry.

**Figure 5:**
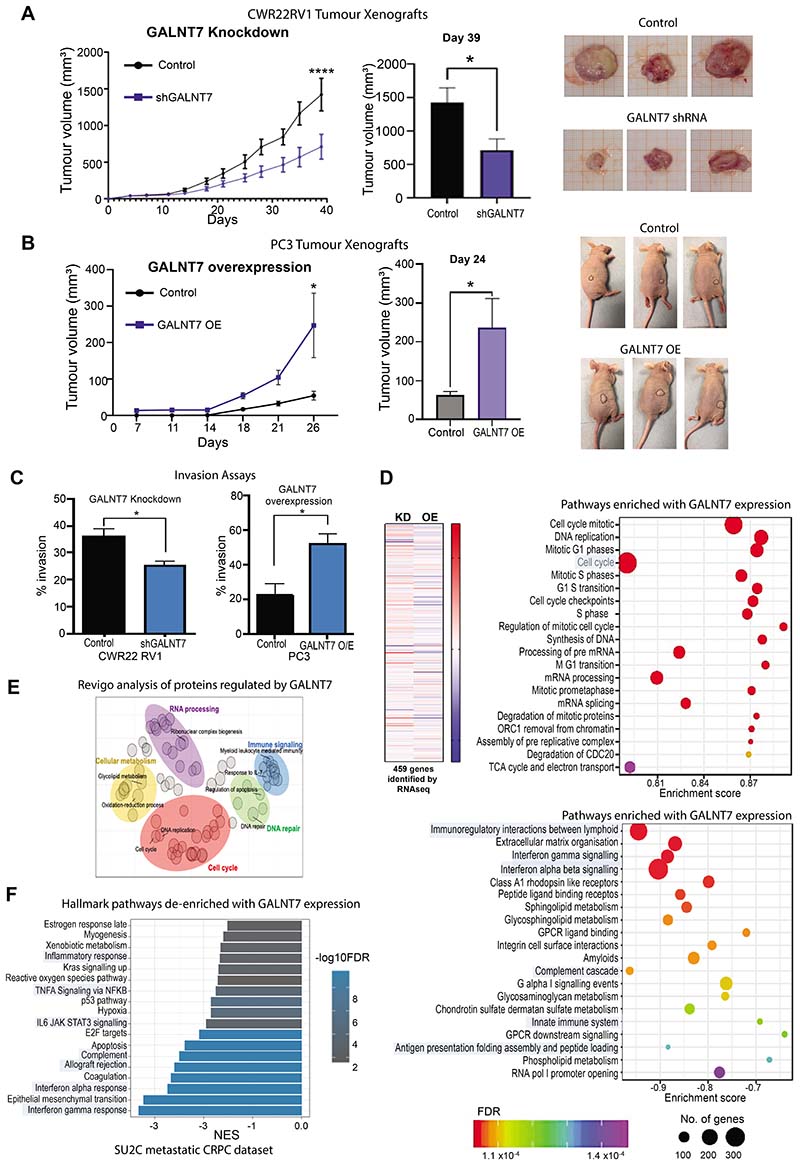
GALNT7 promotes prostate tumour growth and correlates with cell cycle and immune signalling pathways in prostate cancer cells. (**A**) Knockdown of GALNT7 using shRNA significantly reduces the growth of CWR22RV1 tumours xenografts in a subcutaneous xenograft model. (**B**) Upregulation of GALNT7 in PC3 cells significantly increases the growth of subcutaneous xenograft tumours. (**C**) Knockdown of GALNT7 decreases prostate cancer cell invasion and upregulation of GALNT7 promotes prostate cancer cell invasion. (**D**) RNAseq analysis of CWR22RV1 cells with knockdown of GALNT7 and DU145 cells with upregulated GALNT7 identified 457 genes that dynamically change in response to GALNT7. Gene Ontology analysis of the 457 genes regulated by GALNT7 shows an enrichment of genes with roles in the ‘cell cycle’ and a de-enrichment of genes with roles in ‘immune signalling’. (**E**) Proteomics analysis of DU145 cells with upregulation of GALNT7 identified 249 proteins with a significant change in expression levels. Revigo analysis of these 249 proteins identified ‘cell cycle’ and ‘immune signalling’ as significantly enriched pathways. (**F**) Analysis of the SU2C mCRPC cohort (33) identified immune related pathways (including interferon gamma response, interferon alpha response, complement, allograft rejection, IL6 signalling, TNFA Signaling via NFKB and inflammatory response) with attenuated enrichment with *GALNT7* expression.

## Data Availability

The datasets generated during and analysed during this study are available in the figshare data repository. DOI: https://doi.org/10.6084/m9.figshare.21185902

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

Supplementary Figure 1  
GALNT7 is upregulated in prostate cancer tissue compared to normal prostate tissue

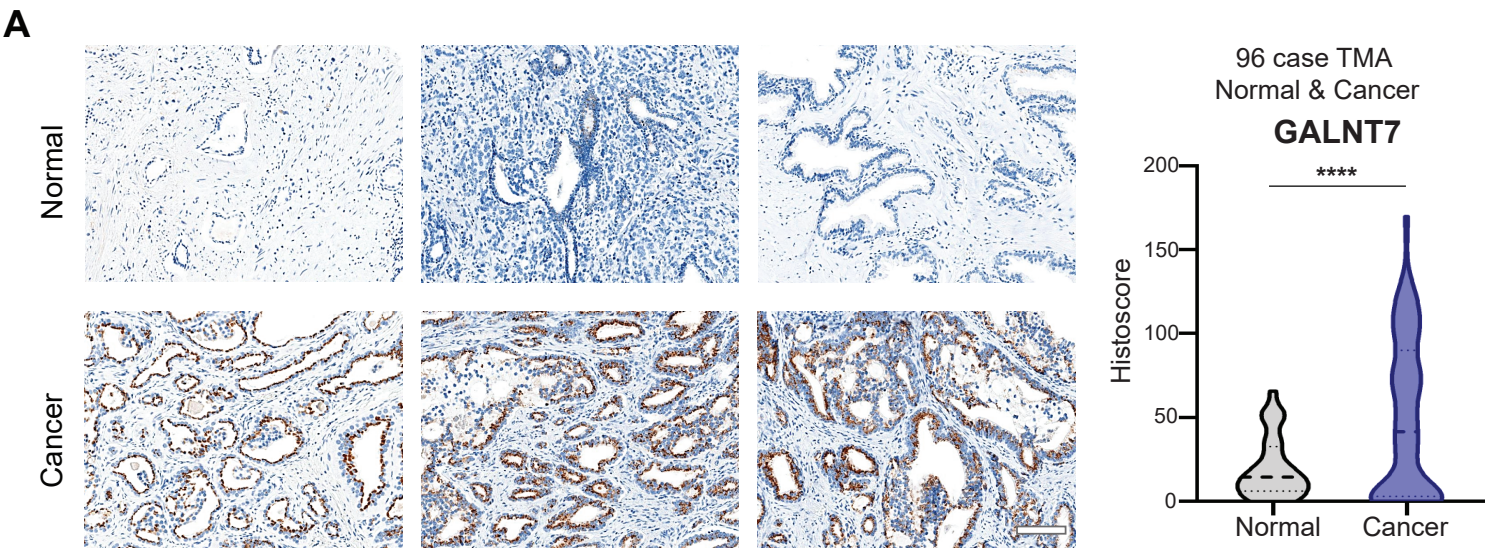

**Supplement:** Supplementary Figure 1

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

Supplementary Figure 2  
Validation of GALNT7 by immunohistochemistry (GALNT7 antibody used at 1:1000)

A. Blocking with GALNT7 immunising peptide

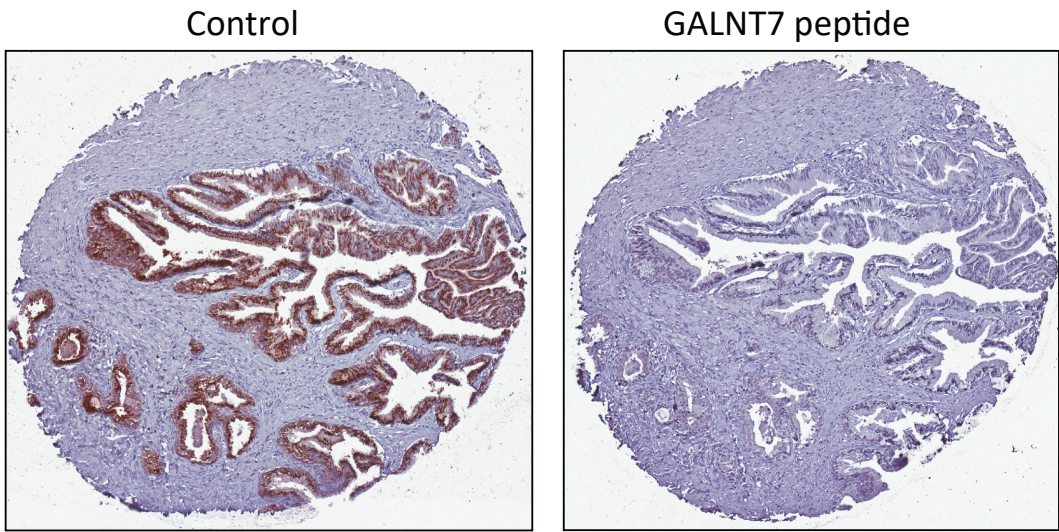

B. Immunohistochemistry staining of FFPE cell pellets depleted of GALNT7 using siRNA

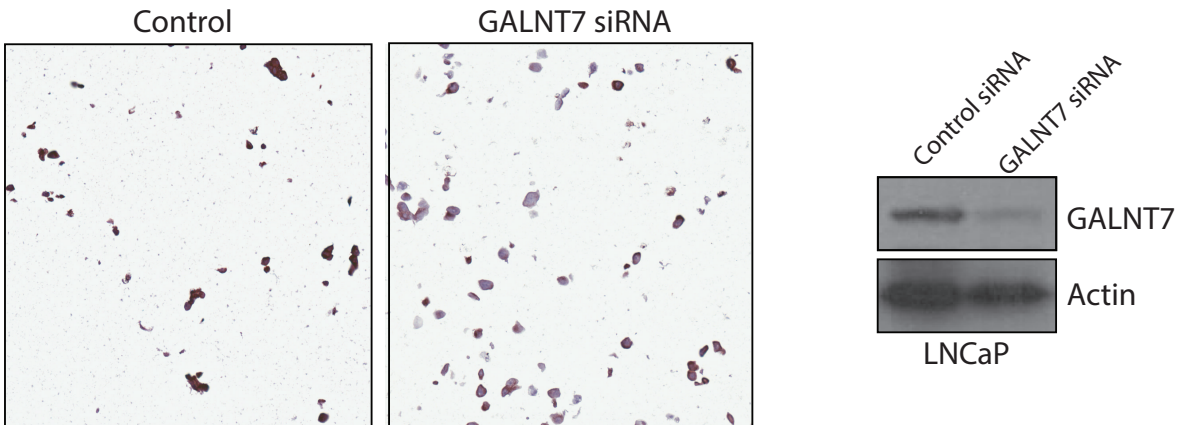

C. Immunohistochemistry staining of FFPE cell pellets with GALNT7 overexpression

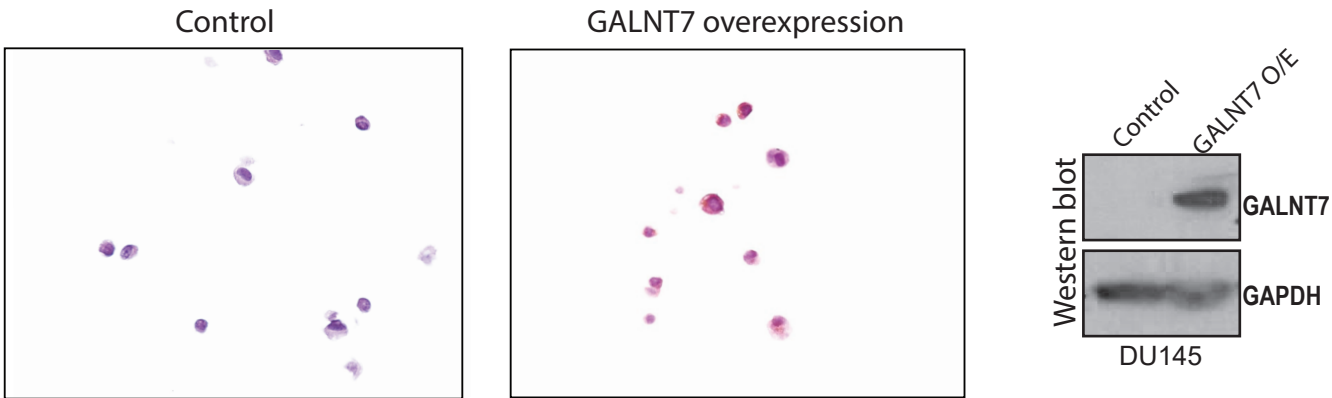

**Supplement:** Supplementary Figure 2

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

Supplementary Figure 5  
Validation of prostate cancer cell lines with knockdown or overexpression of GALNT7

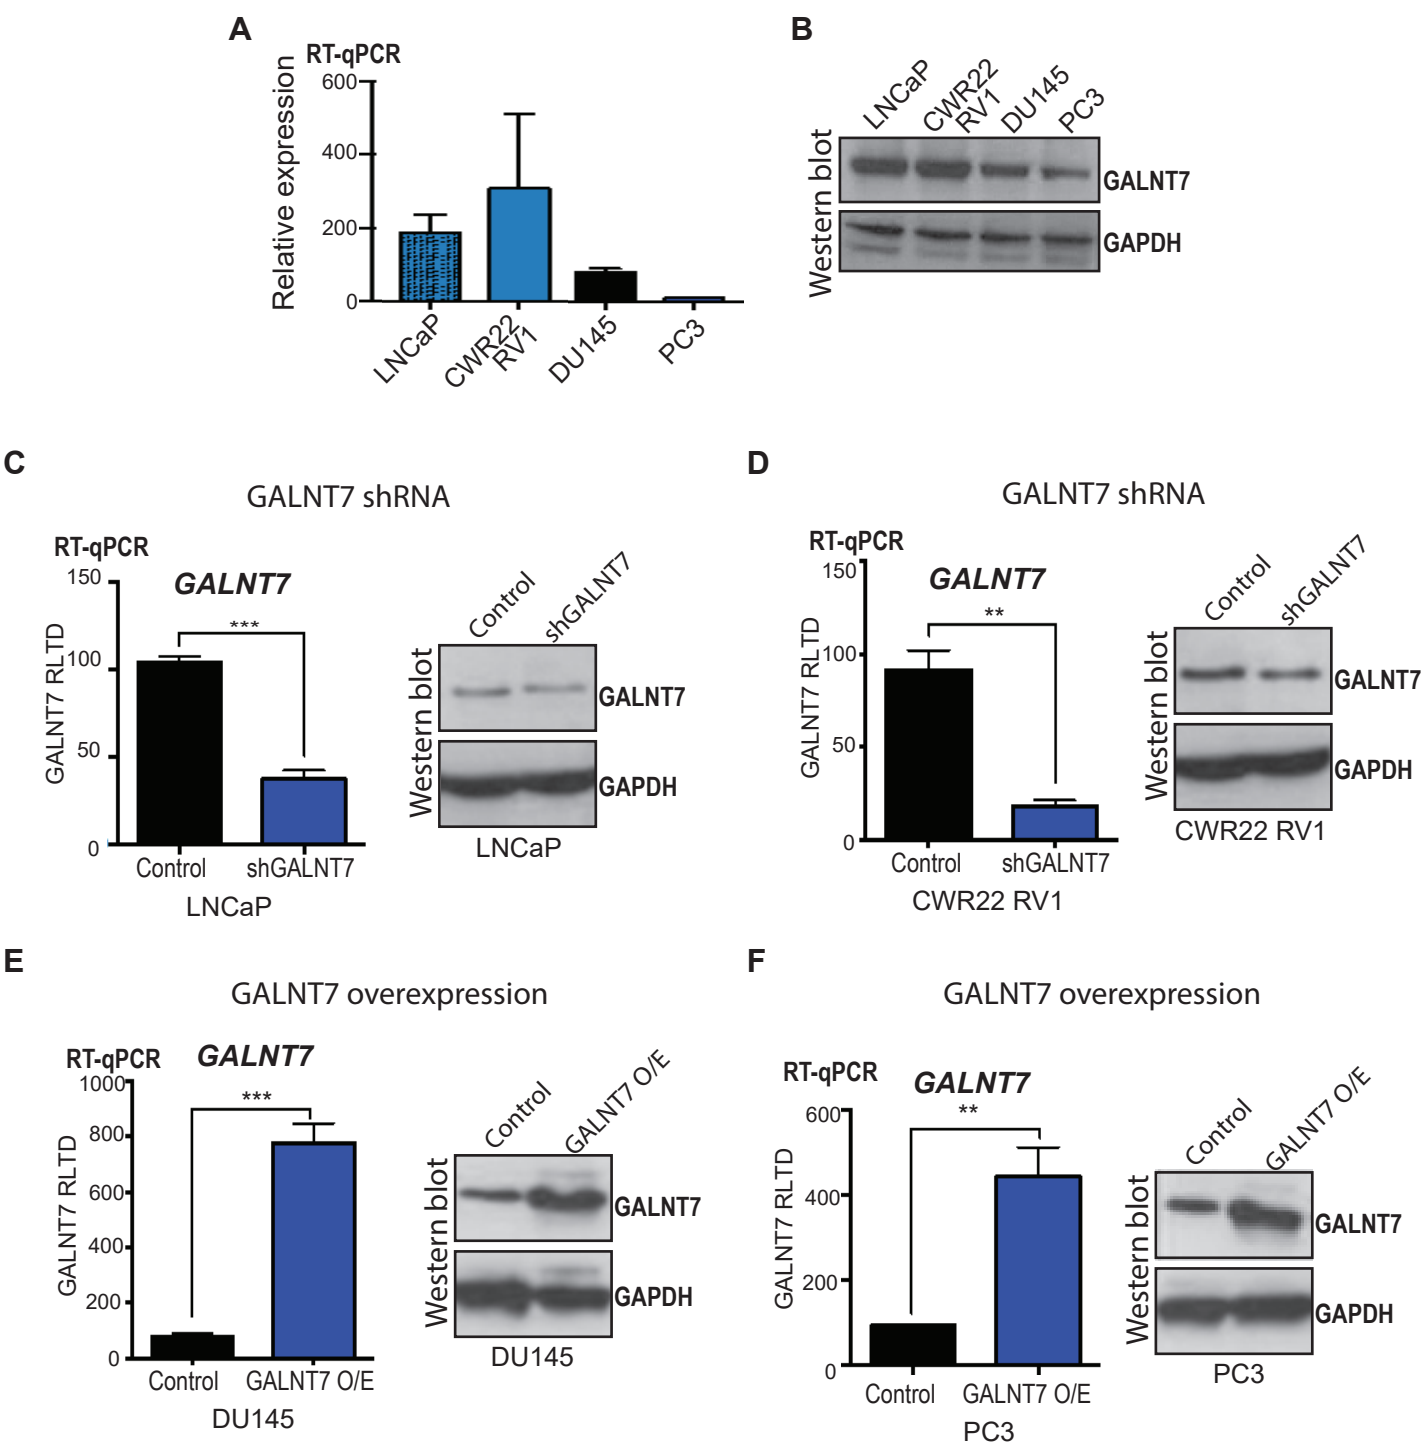

**Supplement:** Supplementary Figure 5

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.
**Supplement:** Supplementary Figure 7

Supplementary Figure 7  
Lectin and antibody profiling of prostate cancer extracellular vesicles

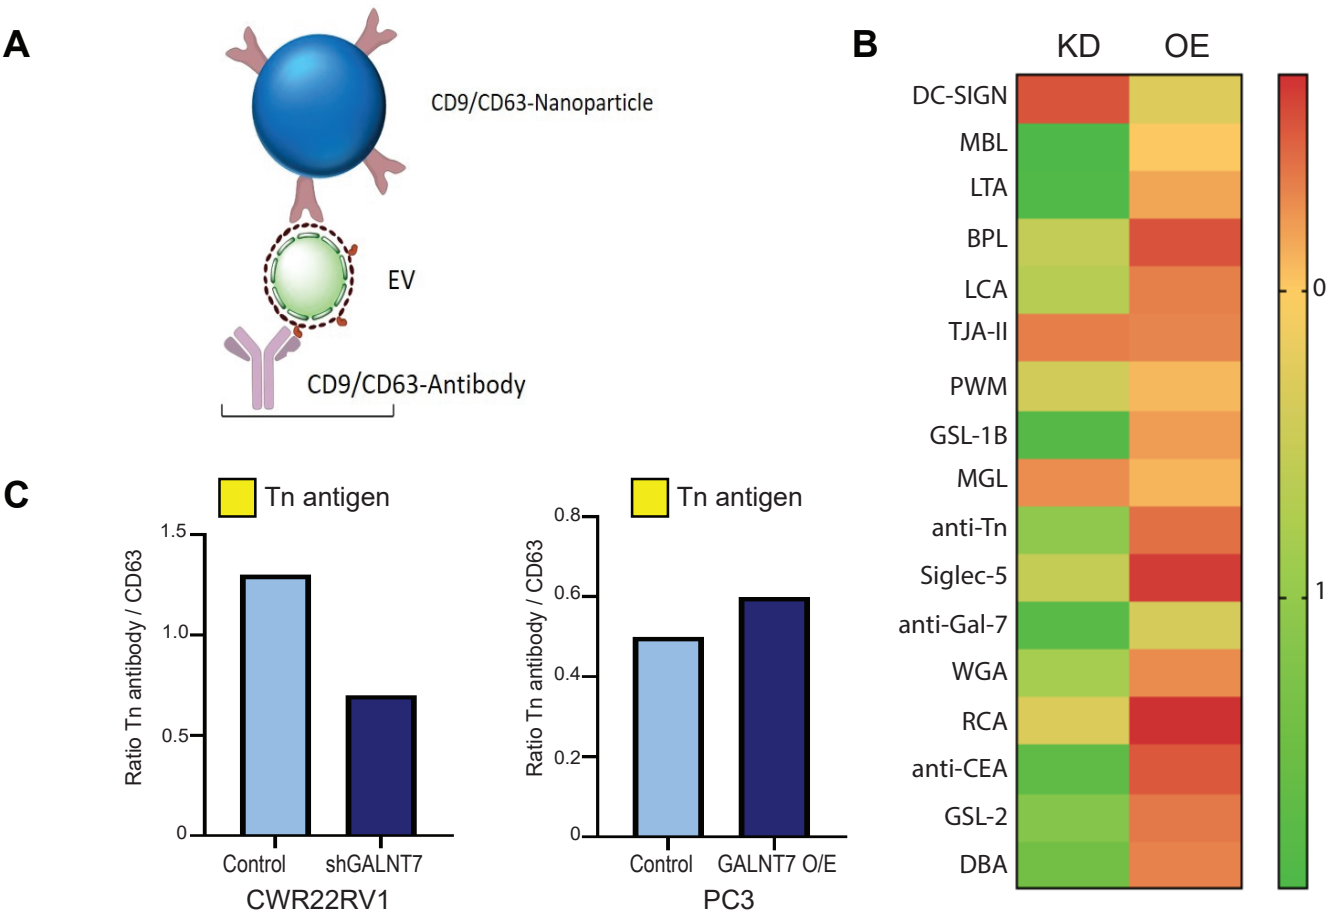

**Methods for isolation and analysis of Extracellular Vesicles**

Streptavidin (SA) coated low-fluorescence microtitration plates, wash buffer, and the assay buffer was purchased from Kaivogen Oy (Turku, Finland). Tetraspanin specific antibody, mAb-CD63 (clone 556019, BD Bioscience) was used to capture EVs from the conditioned cell culture media. The captured EVs were detected with europium (III)-doped Fluoro-Max polystyrene nanoparticles (Eu3+-NPs; 95 nm in diameter, Seradyn Inc., Indianapolis, IN) coated with CD63 and Tn specific antibodies (kindly provided by Fujirebio Diagnostics), MGL lectin (4888-CL-050, R&D Systems) and SBA lectin (B-1015-5, Vector laboratories).

Biotinylated anti-CD63 antibody was diluted in RED assay buffer (150 ng/30  $\mu$ L/well) and immobilized on streptavidin-coated 96-well plate. The wells were washed 2 times with wash buffer before adding of cell culture medium (50  $\mu$ L/well) diluted 1:2 in RED assay buffer. After two washes CD63, Tn, MGL or SBA coated nanoparticles were added (30  $\mu$ L/well) to the wells and incubated 90 min. After six washes, time-resolved europium fluorescence ( $\lambda_{ex}$ : 340 nm;  $\lambda_{em}$ : 615 nm) was measured from the surface of the wells with a Victor<sup>TM</sup> 1420 multilabel counter (Perkin-Elmer). All assay steps were performed at room temperature.

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

Supplementary Figure 8  
O-glycoproteomic analysis of DU145 prostate cancer cells with upregulated GALNT7

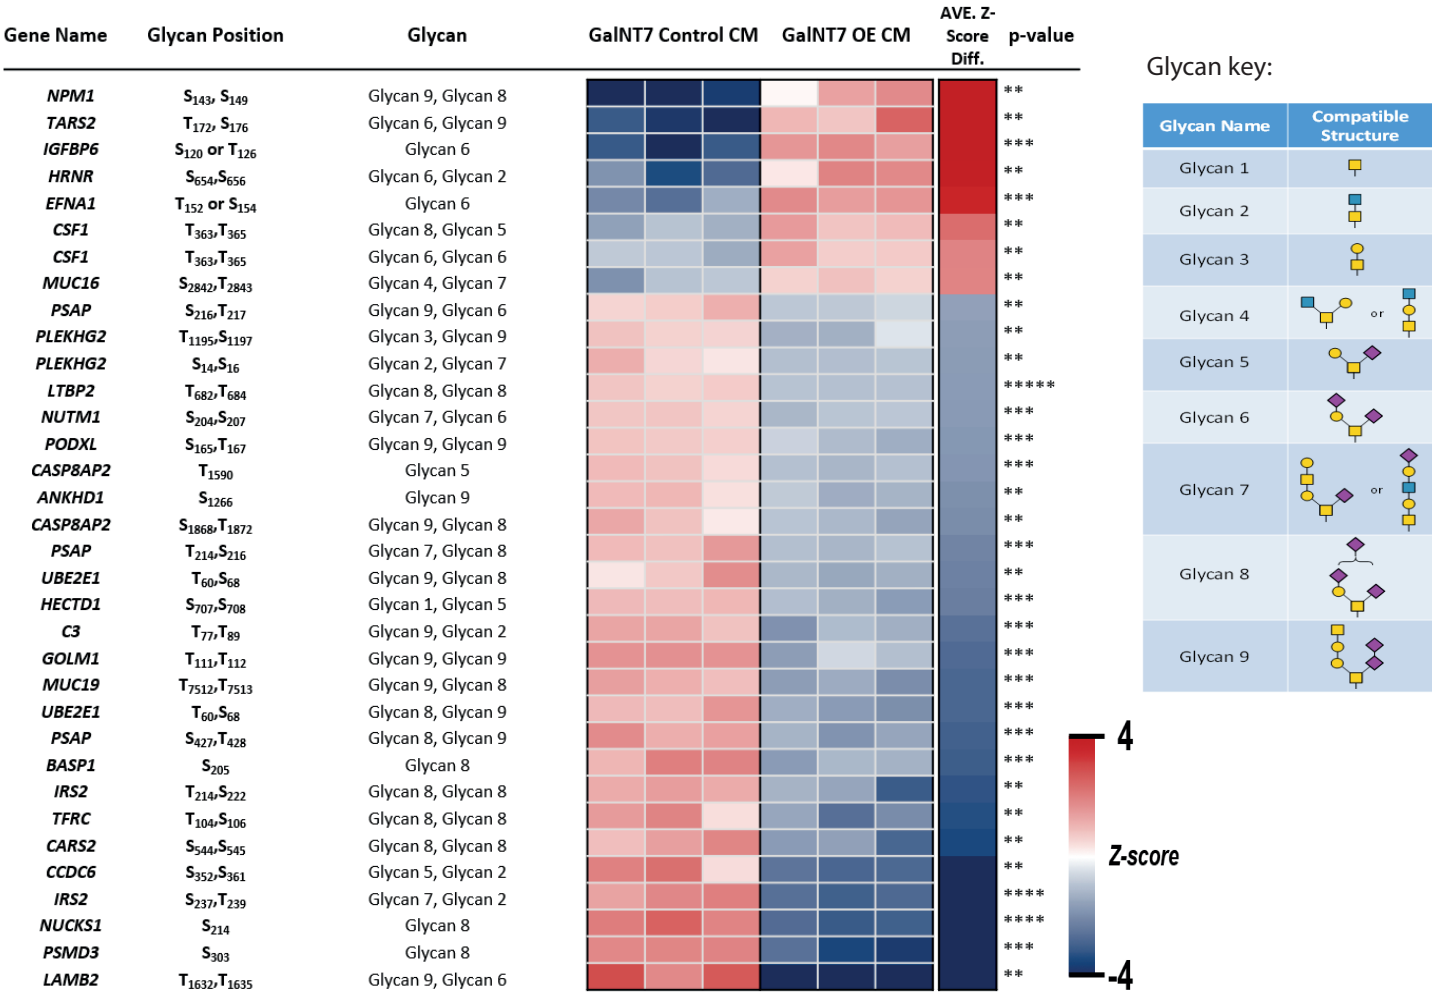

**Supplement:** Supplementary Figure 8

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

# Supplementary Figure 9

## GALNT7 regulates prostate cancer cell proliferation, migration and invasion in vitro

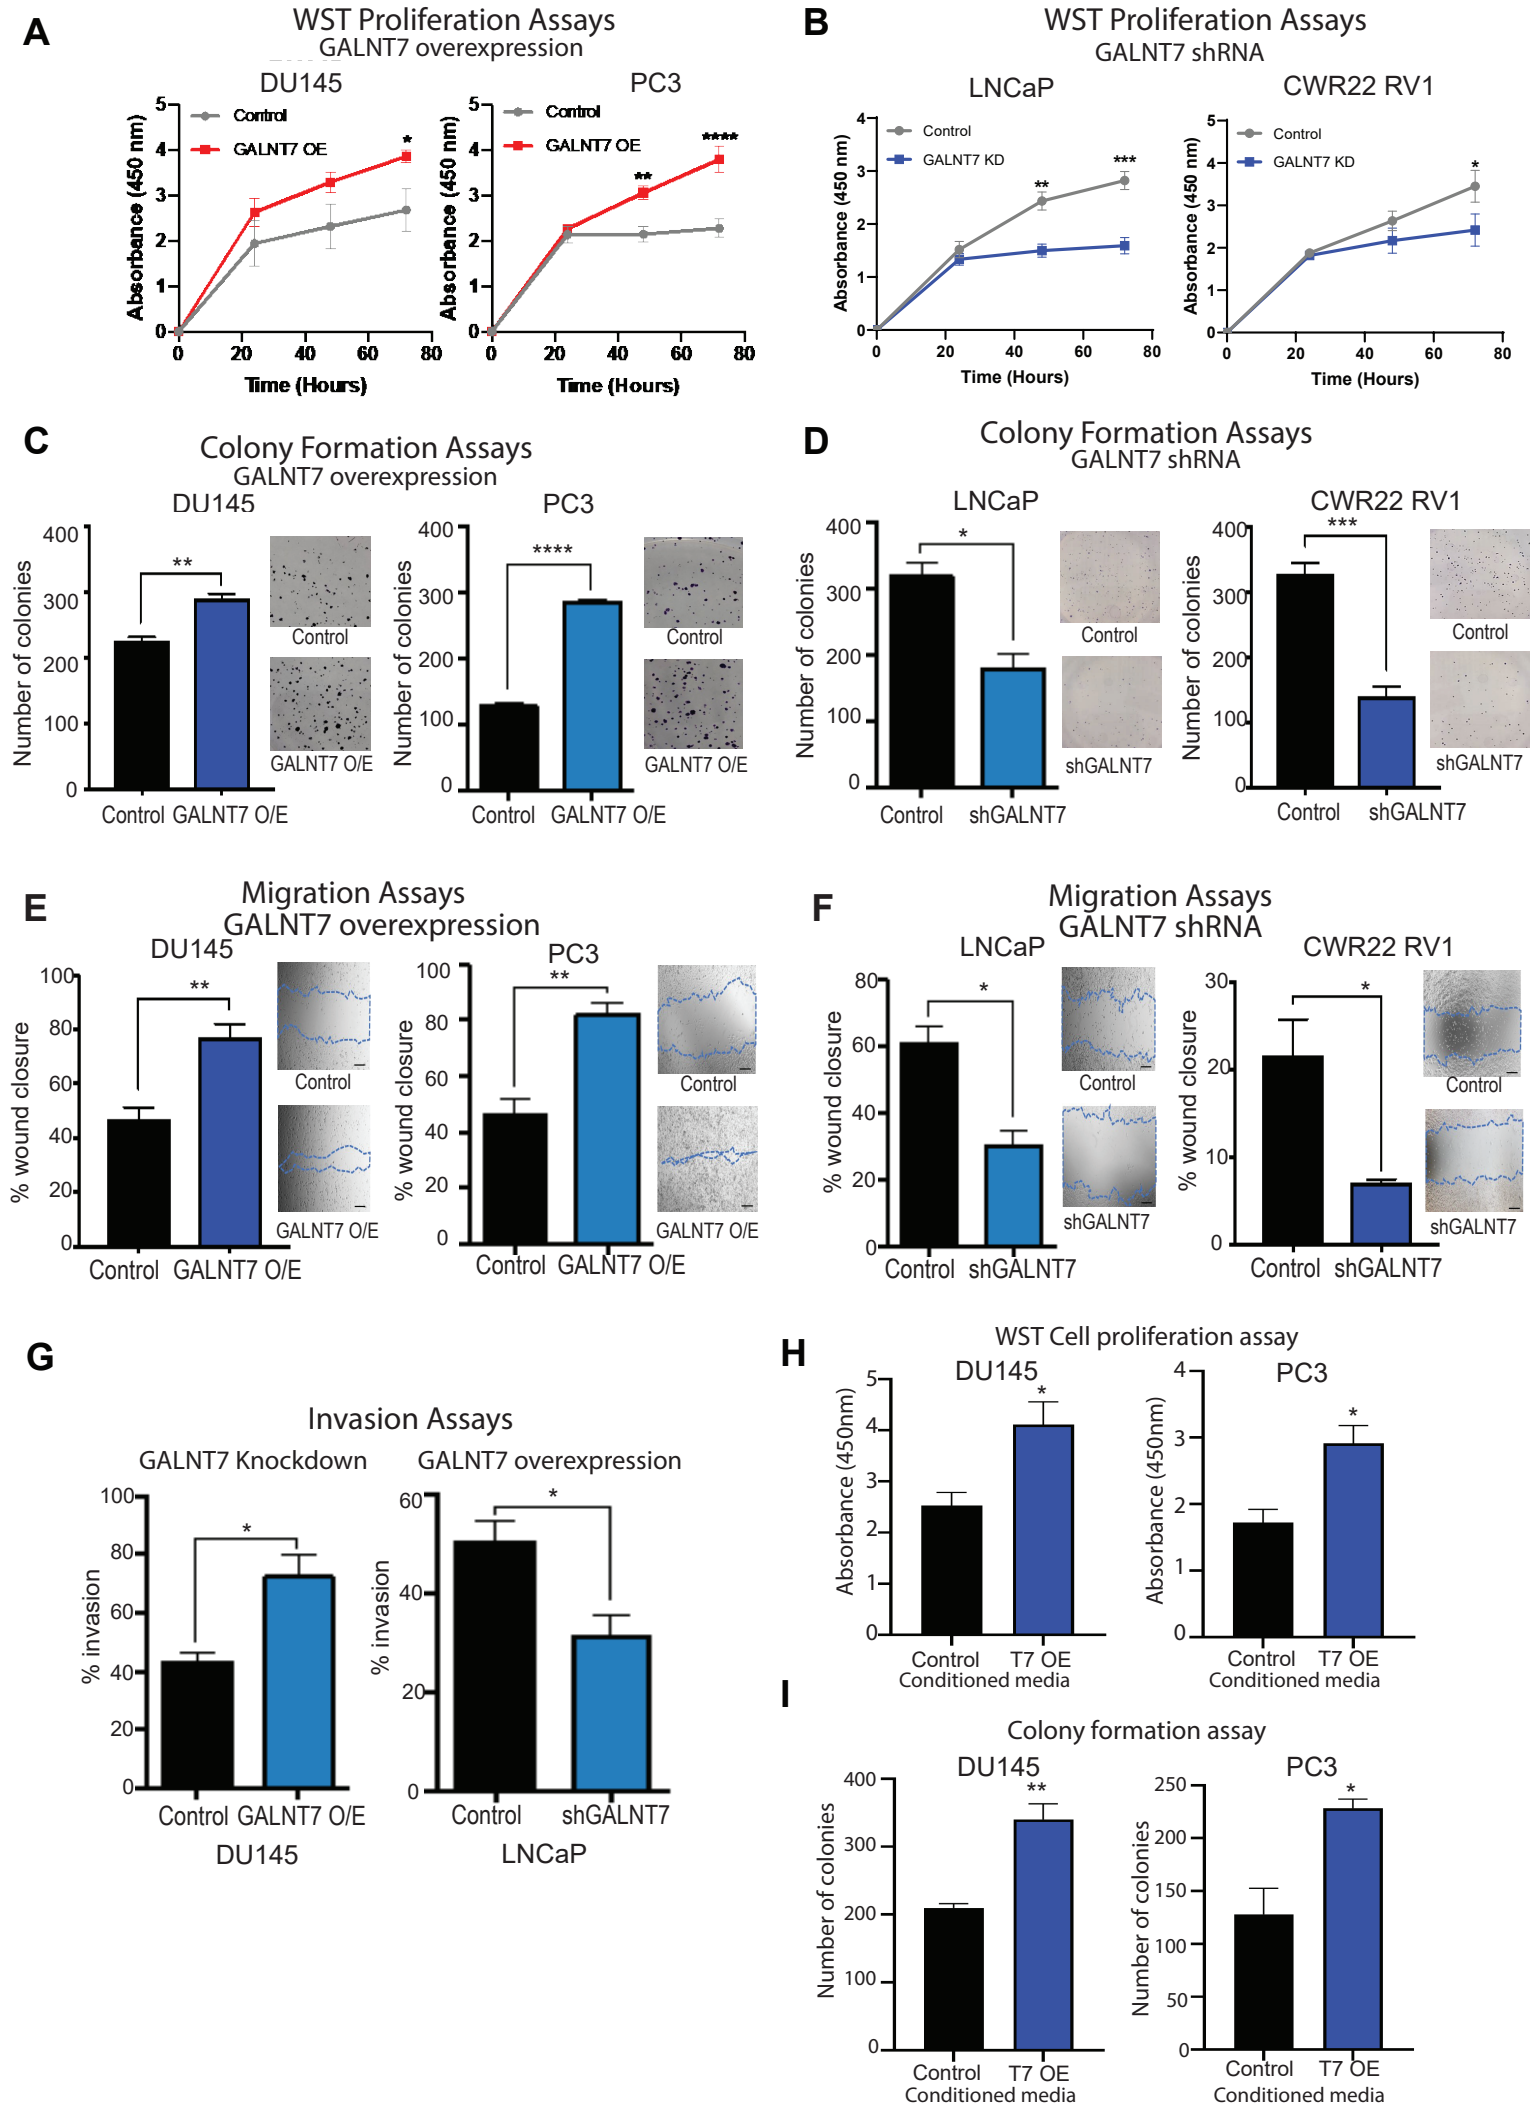

**Supplement:** Supplementary Figure 9

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.

Supplementary Figure 10  
RNAseq of prostate cancer cells with knockdown or overexpression of GALNT7

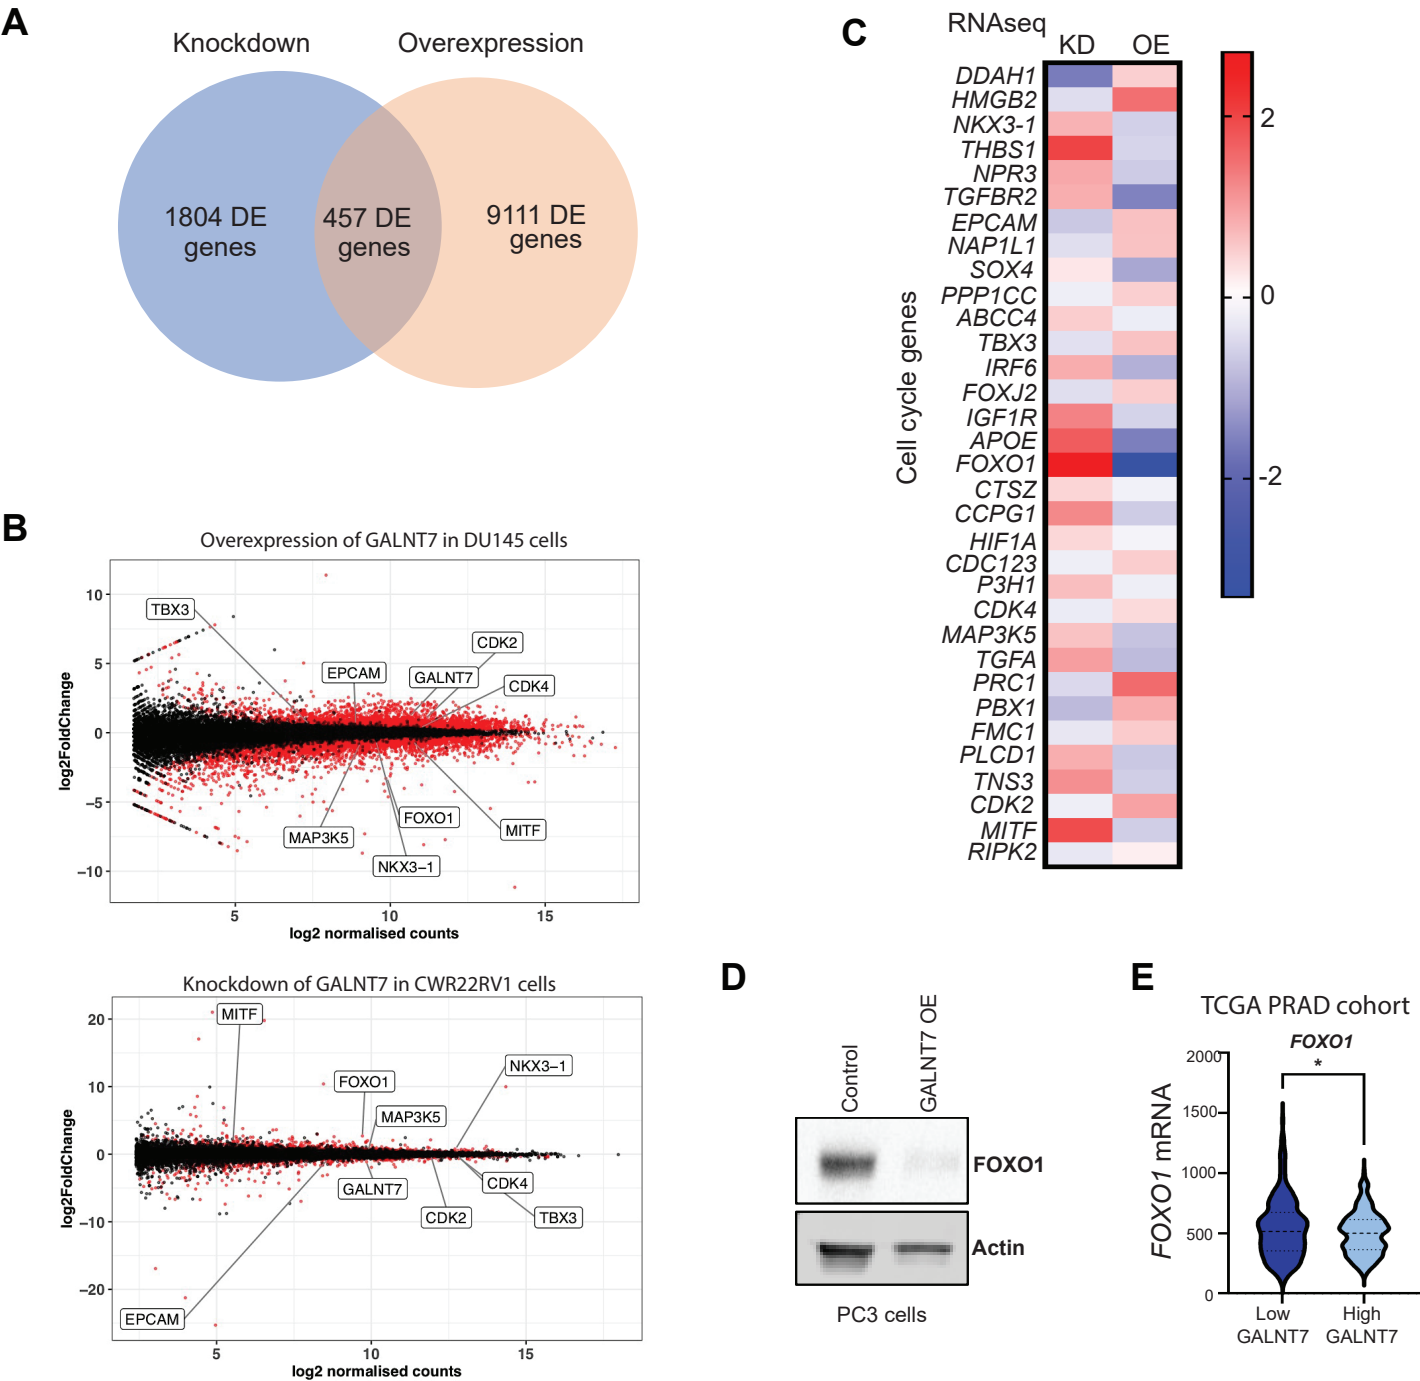

**Supplement:** Supplementary Figure 10

# Supplementary material for: Upregulation of GALNT7 in prostate cancer modifies O-glycosylation and promotes tumour growth
**Source:** Oncogene. Author manuscript; Available in PMC 2023 Mar 20.
**Supplement:** Supplementary Figure legends

**Supplementary Figure legends**

**Supplementary Figure 1. GALNT7 is upregulated in prostate cancer tissue**. Immunohistochemistry analysis of GALNT7 protein in a 96 case TMA. GALNT7 levels are significantly higher in prostate cancer tissue relative to normal prostate tissue (n=96, unpaired t test, p=0.0124). Scale bar is 100µm.

**Supplementary Figure 2**. **Validation of GALNT7 antibody for immunohistochemistry.** (**A**) Blocking with GALNT7 immunising peptide inhibits GALNT7 antibody binding to prostate cancer tissue. (**B**) Immunohistochemistry staining of FFPE LNCaP cell pellets depleted of GALNT7 using siRNA. (**C**) Immunohistochemistry staining of FFPE DU145 cell pellets with upregulated GALNT7.

**Supplementary Figure 3**. **GALNT7 is detected in the blood and urine of men with prostate cancer.** (**A**) Validation of GALNT7 sandwich ELISA assays by detection of GALNT7 overexpression. (**B**) Serum PSA levels in 180 men taking part in the INNOVATE clinical trial ([31](#_ENREF_31)). (**C**) GALNT7 is also detected in urine samples from men with mCRPC (n=49).

**Supplementary Figure 4. *GALNT7* levels correlate with androgen receptor signalling in prostate cancer cells**. (**A,B**) Analysis of RNAseq data from the TCGA and SU2C patient cohorts ([24](#_ENREF_24), [33](#_ENREF_33)) shows a significant correlation between *GALNT7* and *AR* gene levels in both datasets. (**C**) Analysis of RNAseq data from 7 human prostate cancer patients pre- and post- androgen deprivation therapy (ADT) ([78](#_ENREF_78), [79](#_ENREF_79)) shows that there is a 2.6 fold downregulation of GALNT7 mRNA following ADT (p=0.00015, Mann Whitney U test). (**D**) RNAseq data from LTL331 patient-derived xenografts grown in mice ([80](#_ENREF_80)) show a reduction in GALNT7 *mRNA* levels following castration.

**Supplementary Figure 5. Validation of prostate cancer stable cell line models with knockdown or overexpression of GALNT7**. Real-time PCR (**A**) and western blot (**B**) analysis of GALNT7 mRNA and protein levels in four prostate cancer cell lines showed GALNT7 levels are higher in the AR+ cell lines LNCaP and CWR22RV1 compared to the AR- cell lines DU145 and PC3. (**C,D**) Knockdown of GALNT7 in LNCaP and CWR22Rv1 cells using shRNA mediated protein depletion was confirmed by real-time PCR and western blotting. (**E,F**) Overexpression of GALNT7 in DU145 and PC3 cells was also confirmed by real-time PCR and western blotting.

**Supplementary Figure 6. Lectin array and lectin flow cytometry analysis of prostate cancer cells.** (**A**) Lectin array profiling of PC3 prostate cancer cells indicates upregulation of GALNT7 increases binding of SBA lectin (which recognises Tn antigen), RCA-1 lectin (which recognises terminal galactose) and AAL lectin (which recognises fucose). (**B**) Increased binding of SBA lectin to cells with upregulated GALNT7 was confirmed by lectin flow cytometry.

**Supplementary Figure 7. Lectin and antibody profiling of prostate cancer extracellular vesicles (EVs)**. (**A**) Assay concept for the detection of EVs in conditioned media. (**B**) Comparison of EVs from cells lines identified 17 changes in lectin/antibody binding affected by GALNT7 KD or OE. (**C**) Analysis of the Tn expression of EVs from CWR22RV1 and PC3 cells confirms the effect of GALNT7 and the cancer-associated Tn antigen in prostate cancer.

**Supplementary Figure 8. Glycoproteomics of GALNT7 overexpressing prostate cancer cells.** (**A**) Glycoproteomics to map GALNT7 glycosylation sites on specific proteins in DU145 prostate cancer cells with upregulated GALNT7 identified 34 glycopeptides as specific substrates of GALNT7.

**Supplementary Figure 9. GALNT7 promotes prostate cancer cell proliferation, migration and invasion *in vitro***. (**A**) WST-1 cell proliferation assays show overexpression of GALNT7 in DU145 and PC3 cells significantly increases cell proliferation. (**B**) Conversely, knockdown of GALNT7 in LNCaP and CWR22RV1 cells significantly reduces cell proliferation. Overexpression and knockdown of GALNT7 also alters prostate cancer cell colony formation (**C,D**), migration (**E,F**) and invasion (**G**). (**H**,**I**) Conditioned media from DU145 and PC3 prostate cancer cells with upregulated GALNT7 significantly enhanced cell proliferation and colony formation of wildtype prostate cancer cells.

**Supplementary Figure 10. RNAseq analysis of prostate cancer cells with knockdown or overexpression of GALNT7.** (**A**) RNAseq identified 457 genes dynamically regulated by GALNT7 in prostate cancer cells. (**B**) Volcano plots of genes differentially expressed upon GALNT7 knockdown in CWR22RV1 cells and GALNT7 overexpression in DU145 cells. (**C**) Heatmap to show cell cycle genes that are reciprocally regulated in both RNAseq datasets. (**D**) GALNT7 overexpression reduces level of the tumour suppressor FOXO1 protein in prostate cancer. (**E**) Analysis of the TCGA PRAD cohort ([24](#_ENREF_24)) shows a significant correlation between *GALNT7* expression and the tumour suppressor gene *FOXO1* (n=549).

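The heatmap of Supplementary Figure 10C names 33 cell cycle genes. All 33 had log2 fold changes of opposite sign in the 2 comparisons, and 26 of them passed an adjusted p of 0.05 in limma in both. The paper shows them for their opposite changes in the same data, so their signs were given by that choice. With the replicate number as a block 19 passed in both. After GALNT7 knockdown 19 were higher and 14 lower, and 27 passed the threshold; after GALNT7 overexpression 31 passed. The 7 genes that did not pass in both were CDC123, FMC1, MITF, P3H1, PLCD1, RIPK2 and TGFA. MITF had a log2 fold change of 1.89 in knockdown (adjusted p=0.11) and -0.63 in overexpression (adjusted p=3.2e-04). The largest change was that of FOXO1 in both comparisons. PRC1 and HMGB2 were lower in knockdown, by log2 fold changes of -0.50 and -0.43 (adjusted p=0.0033 and 0.0022), and higher in overexpression, by 1.56 and 1.50 (adjusted p=4.2e-06 and 6.2e-06). THBS1 rose by 2.01 in knockdown (adjusted p=1.0e-04) and fell by 0.55 in overexpression (adjusted p=0.0013). Of the 14 genes lower in knockdown, 6 lie on chromosome 12, namely CDK2, CDK4, TBX3, NAP1L1, PPP1CC and FOXJ2. CDK2 changed by -0.24 in knockdown (adjusted p=0.041), CDK4 by -0.27 (adjusted p=0.029) and TBX3 by -0.39 (adjusted p=0.0084), while the genes of chromosome 12 together shifted by -0.27 (camera adjusted p=1.5e-17 over 24 chromosomes). With the correlation between genes estimated from the data, the camera adjusted p of that shift was 0.0013.

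**Figure D4:**
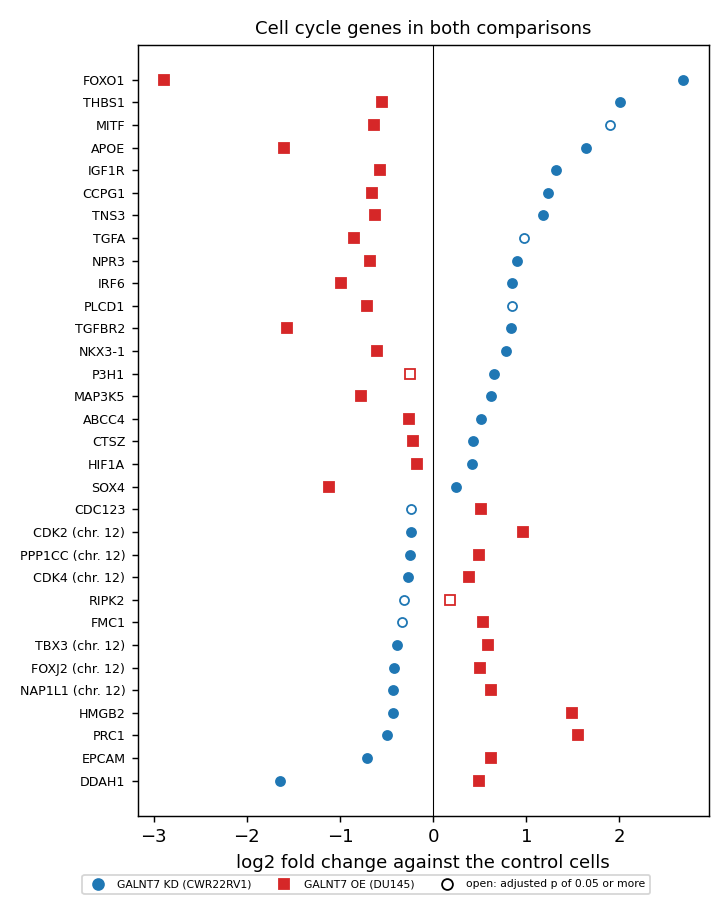
Log2 fold changes of the cell cycle genes, except 1 that is not drawn, after GALNT7 knockdown (circles) and overexpression (squares), sorted by the knockdown value; open symbols have an adjusted p of 0.05 or more. Genes on chromosome 12 are marked, and their knockdown values lie between -0.43 and -0.24.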

How the deposited data were processed for this re-analysis (not part of the article)

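RNA-seq of CWR22RV1 cells with shControl or GALNT7 KD and of DU145 cells with OE control or GALNT7 OE was analysed, with 3 biological replicates per group and 12 libraries in all. The authors deposited normalised counts for 59424 genes, named by Ensembl identifiers without versions, in 1 table per cell line. This deposited signal is the number of reads on each gene divided by a size factor per library. The paper's text refers to earlier work for the processing and names no aligner, counter, genome build or annotation release; its supplementary tables have the columns of a DESeq2 result. For DU145, the mean of each gene over the 6 libraries was within 1% of the mean in the paper's supplementary table for 100% of its 1998 visible genes. For CWR22RV1 this held for 2.42% of 414 genes, with a median ratio of the means of 0.98; the reason is not known. The tables hold no columns besides the 12 libraries.

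Since 1 read is worth the same in every gene of a library, whole reads were recovered by dividing each value by the smallest value above 0; 100% of the values were whole. The recovered depth was 18364512 to 22264533 reads in CWR22RV1 cells and 21628718 to 24356910 in DU145 cells. No pair of replicates differed by as little as sampling noise would give, since the mean chi-square per gene lay between 9.44 and 26.0, so each library was counted as its own replicate.

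Gene names, positions on GRCh38, lengths and GC content were taken from GENCODE release 29, which holds 94.4% of the 59424 identifiers. The other identifiers keep their own name and include copies of genes on alternative haplotypes. GC content and length were known for 96.3% of the genes tested in knockdown and 95.7% of those tested in overexpression.

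Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on log2(normalised count + 1) for genes with a mean normalised count of at least 5 over the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The cell lines were fitted separately. Gene lists and chromosomes with at least 20 genes were tested with limma's camera with an inter-gene correlation of 0.01. The replicate numbers used as a block come from the labels of the libraries, and the paper does not say whether same-numbered cultures were handled together. The genes eligible to be named were GALNT7, FOXO1, those labelled in Supplementary Figure 10B and 10C, and those chosen by a rule. The text names only some of them. The rule, set before the data were examined, took the 5 highest and 5 lowest genes per comparison past the threshold. These needed a mean normalised count of at least 50 and no overlap of the groups. Under the same conditions the rule took the 5 opposite genes of each direction with the largest smaller change. The closing observations also name members of the gene lists past the threshold.

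Alternatives were other pseudocounts, other filters on low counts, rescaling to the 75th percentile, quantile normalisation, the replicate block, each replicate left out, eBayes without trend, other thresholds, camera with an estimated correlation, fry, genes outside chromosome 12 only, and count tests on the recovered reads with edgeR 4.0.16 and DESeq2 1.42.0. Centring on chromosome medians and a GC and length correction were added after the data were seen. The tests were tried on simulated counts with 200 changed genes: limma called 200 of 200 in both designs. There were 7 false calls in the knockdown design (17921 genes simulated) and 15 in the overexpression design (18703). The simulated log2 fold changes were at least 1 in size, in genes with a mean normalised count of at least 50, with the same dispersion for all genes. Of the genes called in the data, 24.5% in knockdown and 26.5% in overexpression reached a log2 fold change of that size. The simulation therefore does not tell how well smaller changes are found, or how many false calls the data hold. The proteomics, lectin, patient and xenograft data of the paper are not analysed here. The values of 1 gene covered by the rule are not reported here, although the counts of genes include it.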

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

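The tests of chromosome 12 bins, of chromosome 12 in overexpression, of the direction of shared genes and of AL355075.4 were chosen after the result was seen, and the GC and length correction was added after the data were seen. Chromosome 12 was chosen from the paper's table of the same comparison; the tests of its splits and of single replicates were chosen before their results were seen.

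The paper does not discuss chromosome 12, and after GALNT7 knockdown in CWR22RV1 cells its 922 tested genes had a median log2 fold change 0.271 lower than all genes, a shift of -0.27 (camera adjusted p=1.5e-17 over 24 chromosomes; no other chromosome had an adjusted p under 0.503). Of these genes 83.2% were lower, with 202 past the threshold downwards and 19 upwards. When camera estimated the correlation between genes from the data, the adjusted p of the chromosome 12 shift was 0.0013. Chromosome 12 was singled out because many genes low in Supplementary Table 3, the paper's own result for the same experiment, lie on it, so the shift is not an independent test of that observation. The shift against the mean of the shControl libraries was -0.29, -0.26 and -0.30 in the 3 KD libraries, and -0.0042, 0.0058 and -0.0029 in the 3 shControl libraries. It was -0.258 at its smallest with a KD replicate left out, so a single divergent replicate does not account for it. After a GC and length correction it was -0.275. In DU145 cells with GALNT7 overexpression chromosome 12 shifted by 0.080 (adjusted p=0.537), which leaves a response to GALNT7 open, since the cell lines differ. All 14 bins of 10 Mb had a median log2 fold change below 0. A candidate explanation is a difference in the number of copies of the whole chromosome between the shControl and KD populations; DNA was not measured, and it cannot be told apart from a response of CWR22RV1 cells to GALNT7. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 (the real one) gave a shift as large, and 4 splits are too few to reach a share under 0.05. The splits besides the real one also keep part of any real difference. The other 6 of the 10 possible splits keep some same-numbered libraries together and were not compared.

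Of the 884 genes past the threshold in both comparisons, 420 moved the same way, which the paper does not report. Opposite changes were more frequent than the 2 margins give (464 against 433, Fisher's exact test, p=0.0323). When the tests were fitted again without the genes of chromosome 12, there was no excess, with 351 opposite genes against 350 expected (Fisher's exact test, p=0.935). This suggests that the excess comes with the chromosome 12 shift, whose genes are lower in knockdown. The excess itself was not stable: with each replicate left out the p of direction ranged from 6.9e-06 to 0.82. It was smaller with the replicate block (0.00054), edgeR (0.0048) and DESeq2 (0.013), and larger with eBayes without trend (0.17) and with a log2 fold change of at least 0.5 (0.90). The test says nothing about any single opposite gene, and genes are not independent replicates.

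AL355075.4 was the gene with the largest change in both comparisons among those chosen by the rule on named genes, with log2 fold changes of 9.92 in knockdown and -11.14 in overexpression, and the paper does not discuss it. It was at 12.1 to 20.1 normalised counts in shControl and 14212 to 18335 in GALNT7 KD, and at 32841 to 33400 in OE control and 14.4 ± 5.21 (SD, n=3) in GALNT7 OE. It lies on chromosome 14 from 20343048 to 20343685 on the minus strand, and RPPH1, the RNA of RNase P, lies within it from 20343075 to 20343407 on the same strand. If the whole locus were regulated, the neighbours should follow, but of PARP2, TEP1 and CCNB1IP1, 0 passed the threshold with the direction of AL355075.4 in both comparisons; TEP1 had the signs of AL355075.4 in both, past the threshold in overexpression only, and PARP2 was higher in overexpression. The RPPH1 promoter, known as H1, is used in vectors that express short RNAs, so a candidate explanation is reads from vector sequence. Both groups of each cell line carried a vector, so this would need the control and GALNT7 vectors to differ in that sequence in both cell lines. The smallest ratio between any library of the higher and any of the lower group was 706. The files hold no sequences, and vector reads cannot be told apart from a change of the cells' own RNA.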

How the results depend on the processing

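The tests of the counts after the GC and length correction were chosen after the result was seen. All alternatives were set before the data were examined, except chromosome-centred values and the GC and length correction (alone and with the replicate block). Under all 19 alternatives with a gene value, GALNT7 and FOXO1 kept their direction and stayed past the threshold in both comparisons. The overexpression shifts of the S phase, G2/M phase, interferon, antigen presentation and complement and NF-kB lists also kept theirs under every alternative run for them, of which genes outside chromosome 12 only was run for the S phase and G2/M phase lists alone; the G2/M shift ranged from 1.61 to 1.77.

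The knockdown count of 1623 genes was 1002 with the replicate block, 996 with eBayes without trend, 2586 with DESeq2 on the recovered reads, 392 at an adjusted p of 0.01 and 943 with a log2 fold change of at least 0.5 either way. It was 525 to 1332 genes across the 6 fits that each left out one replicate. The mean correlation across genes of same-numbered samples was 0.052, and the cause of the lower count with the block was not tested. Of the 1623 genes, 895 were also called with the block, 1521 with edgeR (1546 called) and 1595 with DESeq2. The overexpression count of 8132 was 5303 at an adjusted p of 0.01 and 5267 (2479 higher and 2788 lower) with a log2 fold change of at least 0.5. Rescaling to the 75th percentile changed the split of the overexpression calls from 4290 higher and 3842 lower to 3380 higher and 4737 lower, and moved the median of all genes from -0.011 to -0.11.

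The 464 opposite genes were 287 with the replicate block, 240 with eBayes without trend, 751 with DESeq2, 102 at an adjusted p of 0.01 and 161 with a log2 fold change of at least 0.5. They were 150 to 434 across the 12 fits that each left out one replicate. The 26 opposite genes of Supplementary Figure 10C were 17 with eBayes without trend, 8 at an adjusted p of 0.01, 13 with a log2 fold change of at least 0.5, 29 with DESeq2, and 15 to 26 with a replicate left out. For these counts the cause was not tested. Under the chromosome-centred values, chosen after seeing the data, CDK2 and PPP1CC went from lower to slightly higher in knockdown (0.029 and 0.024), and chromosome 12 itself was 0.0022. These follow from the centring, which moves all genes of a chromosome together. Of the 26 opposite genes of Supplementary Figure 10C, 19 passed in both under it; CDK2, CDK4, FOXJ2, PPP1CC and TBX3 of chromosome 12 and CTSZ and SOX4 of other chromosomes did not.

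In knockdown, the G2/M shift of -0.075 and the antigen presentation shift of 0.36 lost the threshold when camera estimated the inter-gene correlation (adjusted p=0.28 and 0.21; over all alternatives 0.00030 to 0.28 and 1.1e-06 to 0.21). The complement and NF-kB shift of 0.23 passed with fry (adjusted p=0.047) and without GALNT7 KD replicate 1 (camera adjusted p=0.045). Over all alternatives its adjusted p was 0.045 to 0.28. This shift was 0.13 to 0.32 with a replicate left out and 0.037, its smallest, with no filter on low counts. The S phase shift of 0.020 was -0.017 with quantile normalisation, -0.0095 with the GC and length correction with or without the replicate block, and -0.012 to 0.028 with a replicate left out; the interferon shift of 0.047 was -0.021 to 0.12 with a replicate left out. Neither passed the threshold under any alternative. The list of RNAs without a poly(A) tail in overexpression shifted by -0.71 without passing the threshold. Its shift was 0.10 with a mean normalised count of at least 20, and with fry, the only alternative under which it passed, it was -0.71. The cause was not tested.

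There were 1786 further values, under the alternatives, of single genes eligible to be named. Of these values, 1608 kept their side of the threshold and direction, 163 lost it, 13 gained it and 2 changed direction. Each gene was followed only in the comparison for which it was eligible. This limit was set after seeing that some genes changed direction in the other one. In other splits of the libraries that part every same-numbered pair, at most 2 genes passed in knockdown and at most 3 in overexpression, and the real split was the only 1 of 4 with as many, as it was 1 of 16 pairs of splits for the opposite genes and for the genes of Supplementary Figure 10C. For the lists the real split gave the largest shift of 4, except the interferon genes in knockdown, where 3 of 4 splits gave a shift as large. With 4 or 16 splits no share under 0.05 can be reached. Each of the other splits puts 2 libraries of a condition together with 1 of the other condition. Such a split keeps part of any real difference and widens the spread within its groups. The few genes that passed in these splits therefore do not measure how many pass without a difference. After the GC and length correction, 2168 genes passed in knockdown and 7769 in overexpression, so neither count is explained by these properties. The depth of 18364512 to 24356910 reads limits genes with few reads, whose lowest values are single reads. Against groups with at most 3 reads, only a lower bound on the size of a fold change holds, taken at a floor of 3 reads.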

Differences from the paper's values

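GALNT7 itself changed less in the RNA-seq than in the paper's RT-qPCR. With overexpression in DU145 cells its fold was 2.26, against about 9 in Supplementary Figure 5E, read by eye; with knockdown in CWR22RV1 cells its fold was 0.462, against about 0.2 in Supplementary Figure 5D, read by eye. The assays differ, and none of the alternatives set before the data were examined closed the gap.

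The paper's heatmap of Supplementary Figure 10C shows CDC123, FMC1, MITF, P3H1, PLCD1, RIPK2 and TGFA as changed in opposite directions. Their direction was the same here, but they did not pass the adjusted p in both comparisons: in knockdown MITF had a log2 fold change of 1.89 (adjusted p=0.11) and TGFA of 0.98 (adjusted p=0.11), and in overexpression P3H1 had -0.25 (adjusted p=0.094). Of the alternatives set before the data were examined, DESeq2 called CDC123, MITF and PLCD1 in both comparisons, the replicate block MITF, a mean normalised count of at least 20 PLCD1, and the 75th percentile rescaling and quantile normalisation P3H1. With a replicate left out, PLCD1 passed in both without shControl replicate 3 and P3H1 without GALNT7 OE replicate 3. The GC and length correction, chosen after seeing the values, called CDC123 and PLCD1, and MITF with the replicate block. No setting called FMC1, RIPK2 or TGFA in both.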

Other observations

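The FOXO1 tests and the GC and length correction were chosen after related values had been seen; the other tests of the G2/M shifts were chosen before.

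The cell cycle lists moved far more in overexpression than in knockdown; the difference between the cell lines was not tested. The overexpression G2/M shift of 1.71 was 1.67 after a GC and length correction and 1.61 with quantile normalisation, so neither removed it. Rescaling to the 75th percentile is no test of it, since a factor per library nearly cancels in the shift. The G2/M shift of -0.075 in knockdown was -0.0703 over genes outside chromosome 12, so the shift of that chromosome does not account for it either. In overexpression the 3 other splits that part same-numbered pairs gave G2/M shifts of 0.49, 0.51 and -0.60. These splits keep part of any real difference between the groups, so their shifts do not show what its absence would give. A difference in growth state between the cultures was not tested.

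FOXO1 varied in the OE control with an SD of 1.53 on the log2 scale, above that of 99.9% of 7791 genes of similar level. Replicate 1 was not a divergent library in general: 58 genes lay at least 1.5 log2 units from both other replicates there, against 52 and 50 for replicates 2 and 3. Genes with an SD of at least 1 within a group occurred in both tables more than by chance (64 genes, against 2.64 expected from 204 and 153 of 11816 genes; Fisher's exact test, p=9.0e-75). FOXO1 is not among these 64 genes, since its SD was under 1 in both CWR22RV1 groups, and it was 0.0907 in GALNT7 OE. The overlap therefore does not account for FOXO1, and why OE control replicate 1 differed is not known.

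Some genes of the glycosylation and androgen receptor lists passed the threshold in knockdown. C1GALT1, the galactosyltransferase that extends the Tn antigen, had a log2 fold change of 1.15 (limma adjusted p=0.032) and GCNT1 of -0.96 (adjusted p=0.010). KLK3 had 1.05 (adjusted p=0.0037), NDRG1 1.02 (adjusted p=5.1e-04) and TMPRSS2 -1.52 (adjusted p=0.0074). In overexpression NDRG1 had -1.71 (adjusted p=6.2e-06). NDRG1 thus moved in opposite directions, while FKBP5 passed in both comparisons and was higher in both (0.25 in knockdown, 0.24 in overexpression). Unlike GALNT7, its family members GALNT2 and GALNT10 passed in both and were also higher in both. Their log2 fold changes were 0.40 and 0.44 in knockdown, and 0.33 and 0.52 in overexpression. The mitochondrial genome, singled out after its value was seen, was the only one of 24 chromosomes past the threshold in overexpression, with 27 genes shifted by -0.85 (camera adjusted p=0.0017).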
